# A Japanese herbal medicine (kampo), hochuekkito (TJ-41), has anti-inflammatory effects on the chronic obstructive pulmonary disease mouse model

**DOI:** 10.1038/s41598-024-60646-x

**Published:** 2024-05-06

**Authors:** Masaaki Yuki, Taro Ishimori, Shiho Kono, Saki Nagoshi, Minako Saito, Hideaki Isago, Hiroyuki Tamiya, Kensuke Fukuda, Naoya Miyashita, Takashi Ishii, Hirotaka Matsuzaki, Yoshihisa Hiraishi, Akira Saito, Taisuke Jo, Takahide Nagase, Akihisa Mitani

**Keywords:** Cell biology, Drug discovery, Diseases, Medical research

## Abstract

Chronic obstructive pulmonary disease (COPD) is a progressive disease that is characterized by chronic airway inflammation. A Japanese herbal medicine, hochuekkito (TJ-41), is prominently used for chronic inflammatory diseases in Japan. This study aimed to analyze the anti-inflammatory effect of TJ-41 in vivo and its underlying mechanisms. We created a COPD mouse model using intratracheal administration of porcine pancreatic elastase and lipopolysaccharide (LPS) and analyzed them with and without TJ-41 administration. A TJ-41-containing diet reduced inflammatory cell infiltration of the lungs in the acute and chronic phases and body weight loss in the acute phase. In vitro experiments revealed that TJ-41 treatment suppressed the LPS-induced inflammatory cytokines in BEAS-2B cells. Furthermore, TJ-41 administration activated the AMP-activated protein kinase (AMPK) pathway and inhibited the mechanistic target of the rapamycin (mTOR) pathway, both in cellular and mouse experiments. We concluded that TJ-41 administration reduced airway inflammation in the COPD mouse model, which might be regulated by the activated AMPK pathway, and inhibited the mTOR pathway.

Chronic obstructive pulmonary disease (COPD) is a progressive disease that is characterized by progressive airway obstruction, which is associated with abnormal airway inflammation caused by noxious particles^1^. In recent years, COPD has been regarded as a systemic inflammatory disease, not limited to the lungs. Generally, inflammatory cytokines, such as C-reactive protein (CRP), interleukin (IL)-6, and IL-8, are increased in the serum of patients with COPD^2^, and they are accompanied by weight loss and muscle weakness^3,4^. Approximately 25% of patients with COPD are affected by weight loss and malnutrition^3^. Patients with COPD are prone to sarcopenia due to reduced physical activity and malnutrition^5^. The management goal included improvement in both symptoms and quality of life.

The pathogenesis of COPD is closely associated with amplified inflammation, increased reactive oxygen species (ROS) production due to increased oxidants derived from inflammatory cells, and protease activation derived from inflammatory cells^6^. AMP-activated protein kinase (AMPK) pathway activation and mechanistic target of the rapamycin (mTOR) pathway inhibition have been reported as factors that regulate ROS^7^ and autophagy, which are known to affect the muscle mass of patients with COPD^8,9^. Several studies have reported the anti-inflammatory effects of the activated AMPK pathway in COPD pathogenesis^10,11^.

A Japanese herbal medicine (kampo), hochuekkito (TJ-41), is well-known in China, Japan, and South Korea^12^. TJ-41 is prevalently used for chronic disease or weakness after illness, with the expectation of improving gastrointestinal and autonomic nervous system functions^13,14^. TJ-41 consists of 10 herbal medicines, including *Astragali radix* (16.7%), *Atractyloclis lancea rhizome* (16.7%), *Ginseng radix* (16.7%), *Angelicae radix* (12.5%), *Bupleuri radix* (8.3%), *Zizyphi fructus* (8.3%), *Aurantii nobilis pericarpium* (8.3%), *Glycyrrhizae radix* (6.3%), *Cimicifugae rhizoma* (4.2%), and *Zingiberis rhizoma* (2.0%). Several TJ-41 ingredients, including *Astragali radix*^15,16^, *Ginseng radix*^17^, *Angelicase radix*^18^, and *Bupleuri radix*^19,20^, reportedly have anti-inflammatory effects.

Several studies reported the effect of TJ-41 when administered to patients with COPD^21–24^. TJ-41 treatment reduced weight loss, COPD exacerbations, serum CRP, tumor necrosis factor-alpha (TNF-α), and IL-6 levels, improved COPD assessment test scores, and enhanced quality of life in patients with COPD^21–23^. Furthermore, our previous report revealed that TJ-41 suppressed LPS-induced inflammation in a genetically engineered mouse model of emphysema^24^. However, the biological mechanisms of the anti-inflammatory effect of TJ-41 and the improvement of the systemic conditions of patients with COPD remained unclear.

A COPD mouse model was developed through the intratracheal administration of porcine pancreatic elastase (PPE) and lipopolysaccharide (LPS)^25^. Intratracheal PPE administration causes lung emphysema^26,27^, whereas LPS administration after PPE exacerbates inflammatory cell infiltration within a few weeks^28^. This method is commonly used to study the COPD mouse model. However, no studies have yet reported the effects of TJ-41 on a COPD mouse model created using this method.

This study aimed to determine the anti-inflammatory and systemic effects of TJ-41 on the PPE- and LPS-induced COPD mouse model and investigate its underlying mechanism on the anti-inflammatory effect.

## Results

### TJ-41 attenuates inflammatory cell infiltration of the emphysematous lungs

Histological studies revealed that mice lungs treated with PPE and LPS showed emphysematous changes and inflammatory cell infiltration in the acute phase (Fig. 1a). A TJ-41-containing diet reduced inflammatory cell infiltration of the lungs, although it did not improve emphysematous changes. The mouse model in the chronic phase demonstrated worsened emphysematous change and reduced inflammatory cell infiltration, compared to the acute phase (Fig. 1b). Further, the TJ-41-containing diet reduced inflammatory cell infiltration of the lungs in the chronic phase but did not affect emphysematous changes.

**Figure 1:**
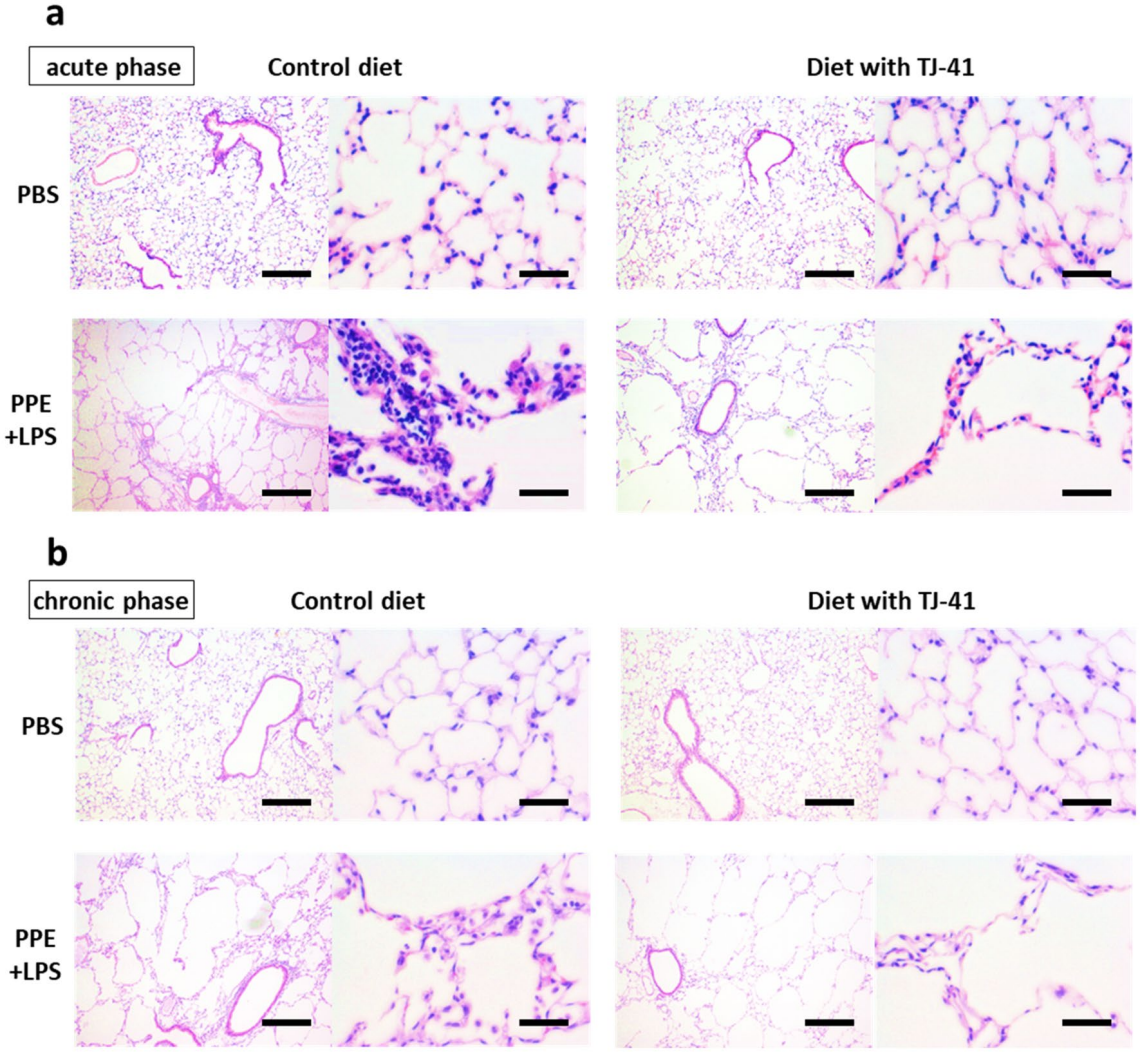
Hematoxylin–eosin staining of the lungs of COPD mice models with or without TJ-41 treatment in the acute phase (**a**) and the chronic phase (**b**). Magnification in the left image, × 40; magnification in the right image, × 200. The scale bar showed 250 µm in the left image and 50 µm in the right image.

The number of total cells in BALF was markedly higher in mice treated with PPE and LPS than in mice treated with phosphate-buffered saline (PBS), compatible with the histological analysis (Fig. 2a, c). The number of total cells in BALF of TJ-41-fed mice was significantly decreased compared to that of control diet-fed mice among the COPD mice model, both in the acute phase (8.1 ± 0.8 × 10^5^ /mL vs. 4.6 ± 0.3 × 10^5^ /mL; *p* < 0.001) and in the chronic phase (6.7 ± 1.0 × 10^5^ /mL vs. 2.5 ± 0.5 × 10^5^ /mL; *p* < 0.001) (Fig. 2a, c). Inflammatory cells were predominantly composed of macrophages, although with a few percentages of neutrophils and lymphocytes. The numbers of macrophages in BALF of TJ-41-fed mice treated with PPE and LPS were significantly decreased compared to those of control diet-fed mice, both in the acute phase (7.8 ± 0.7 × 10^5^ /mL vs. 4.4 ± 0.3 × 10^5^ /mL; *p* < 0.001) and in the chronic phase (6.3 ± 1.0 × 10^5^ /mL vs. 2.3 ± 0.4 × 10^5^ /mL; *p* < 0.001) (Supplementary Fig. S1a, b).

**Figure 2:**
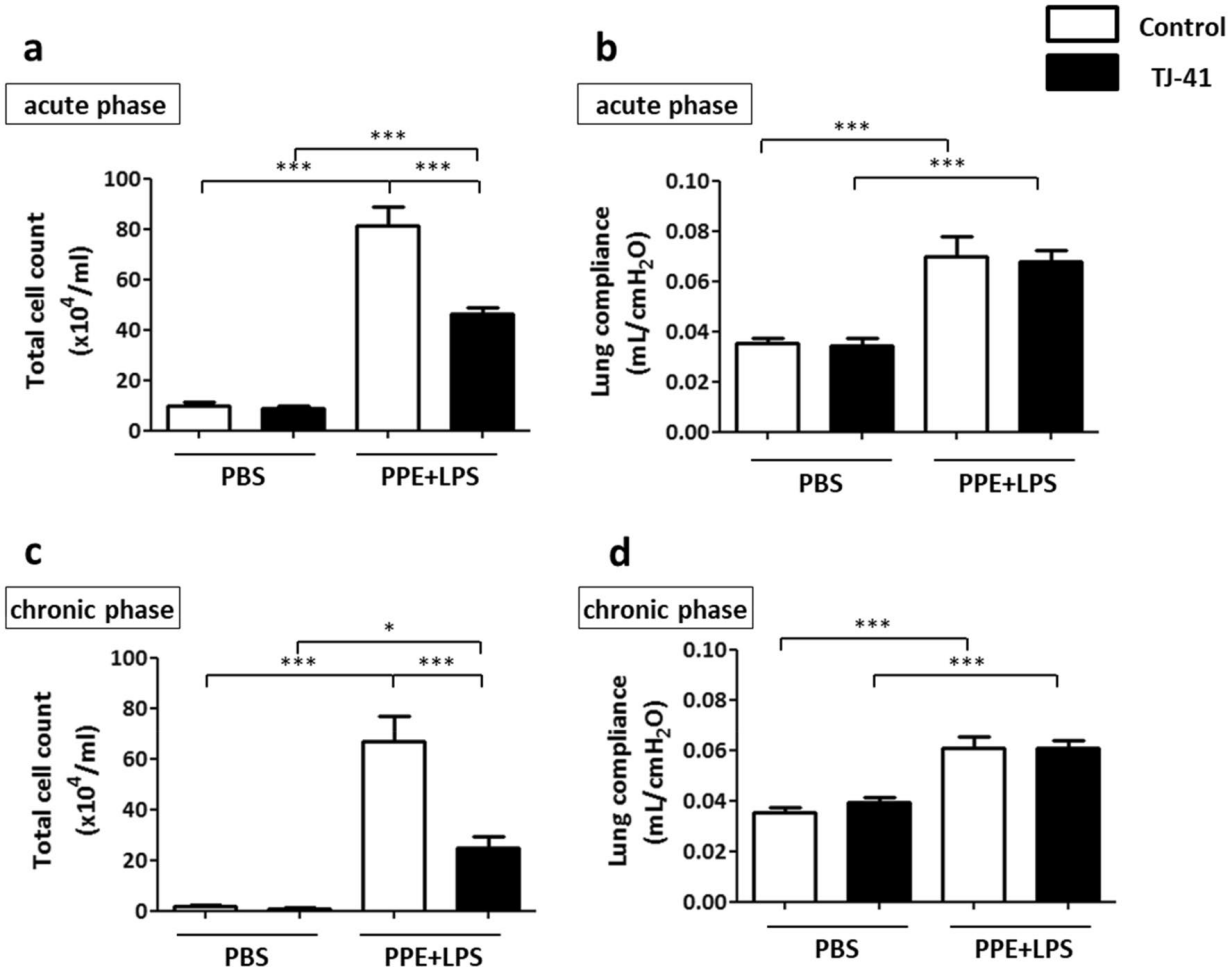
BALF analysis in the acute (**a**) and chronic (**c**) phases revealed that TJ-41 administration mitigated the PPE- and LPS-induced increase in pulmonary inflammatory cells; N = 3–5 per group. (**b** and **d**) Lung compliance was increased by PPE and LPS administration in both phases. One-way analysis of variance and Tukey’s multiple comparison tests with *P < 0.05, **P < 0.01, and ***P < 0.001 were considered statistically significant; N = 7–9 in each group.

We then measured lung physiological functions, and the COPD mice model demonstrated a significantly increased lung compliance compared to PBS-treated mice, both in the acute phase (0.035 ± 0.002 mL/cmH_2_O vs. 0.070 ± 0.008 mL/cmH_2_O; *p* < 0.001) and in the chronic phase (0.035 ± 0.002 mL/cmH_2_O vs. 0.061 ± 0.004 mL/cmH_2_O; *p* < 0.001). The physiological function with or without TJ-41 administration demonstrated no changes (Fig. 2b, d).

### TJ-41 inhibits body weight loss after PPE and LPS administration

The COPD mice model lost body weight just after the last LPS dose. After 3 days, at day 24, the body weight loss reached the maximum, and it recovered gradually afterward (data not shown). At that point, the maximum weight loss of TJ-41-treated mice in the PPE and LPS groups was suppressed compared to control-treated mice (− 5.3 ± 0.5 g vs. − 3.6 ± 0.4 g ; *p* < 0.05) (Fig. 3a). At day 49, weight change demonstrated no difference with or without TJ-41 (Fig. 3b) neither the weight of the gastrocnemius muscle (Fig. 3c).

**Figure 3:**
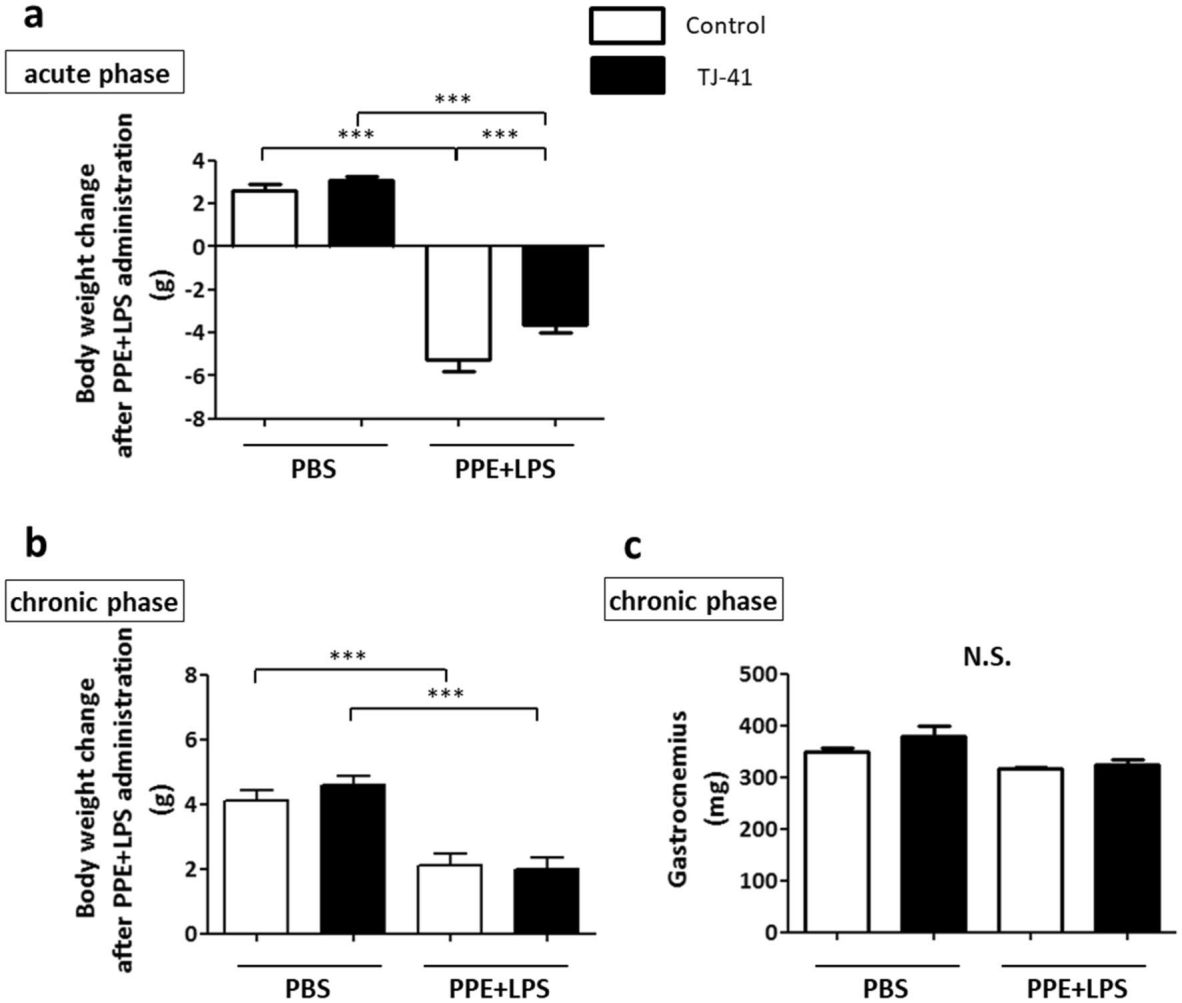
(a and b) The change in body weight at day 24 and day 49 in the acute (**a**) and chronic phases (**b**), respectively. (**c**) The weight of the gastrocnemius muscle at day 49; N = 7–9 in each group. One-way analysis of variance and Tukey’s multiple comparison tests with *P < 0.05 and ***P < 0.001 were considered statistically significant. *N.S*.: Not significant.

### TJ-41 administration attenuates LPS-induced IL-8 and TNF-alpha expression in human epithelial cells in vitro

The results of the in vivo experiments using the COPD mice model indicated that TJ-41 has a protective role on airway inflammation. To reveal the underlying mechanisms, in vitro studies are performed using BEAS-2B cells, which are human epithelial cell lines, and U937 cells, which are human monocyte cell lines.

LPS stimulation induced the mRNA expressions of IL-6, IL-8, and TNF-α in BEAS-2B cells (Fig. 4). LPS-induced IL-8 expression and TNF-alpha expression were significantly decreased with TJ-41 treatment (Fig. 4b, c).

**Figure 4:**
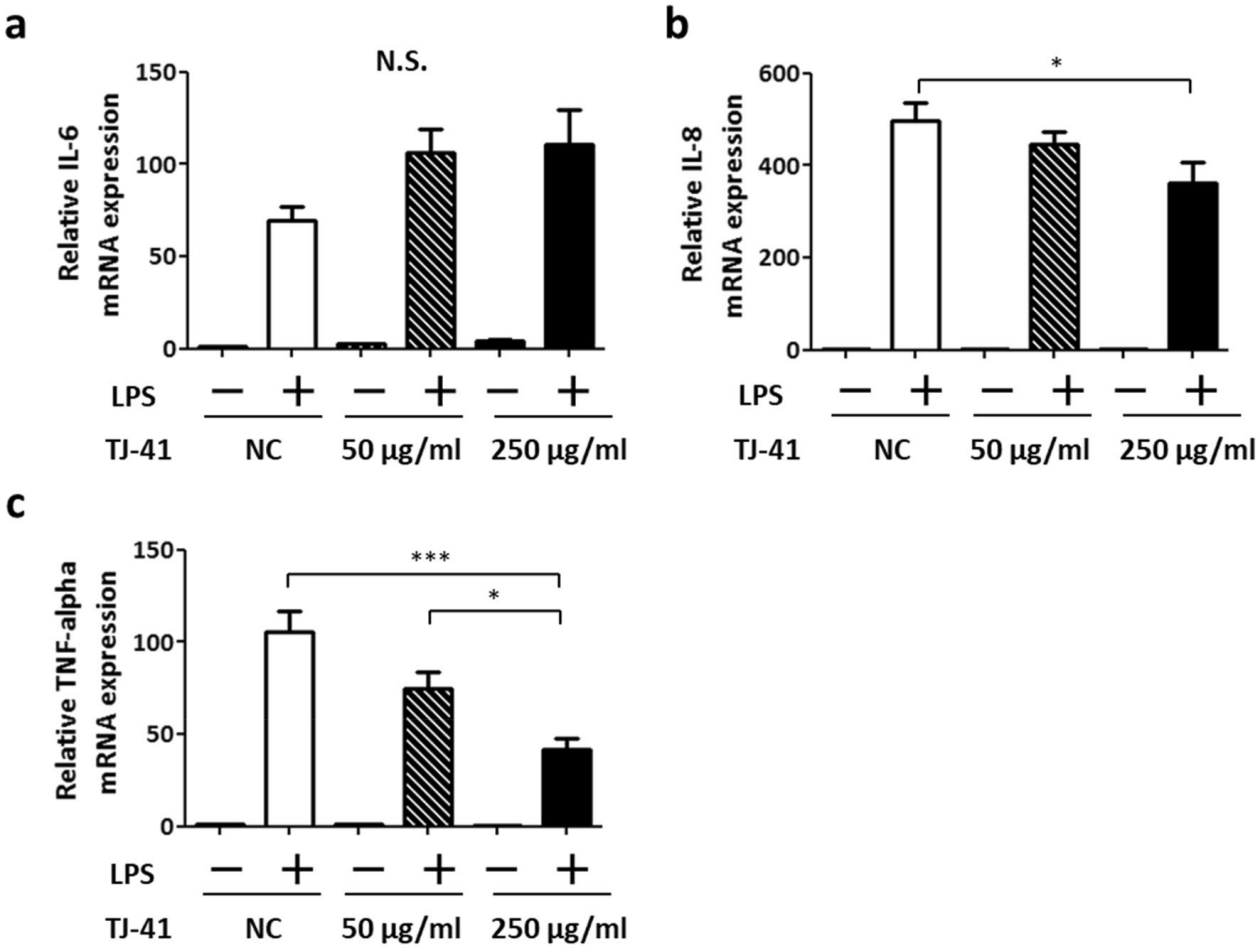
mRNA expressions of inflammatory cytokines, IL-6 (**a**), IL-8 (**b**), and TNF-α (**c**), in BEAS-2B cells after LPS treatment with or without TJ-41 administration. One-way analysis of variance and Tukey’s multiple comparison tests were performed in the three groups treated with LPS, and *P < 0.05 and ***P < 0.001 were considered statistically significant; N = 10 in each group. *NC*: negative control; *N.S*.: Not significant.

The expressions of IL-8 and TNF-α mRNAs were significantly elevated by LPS stimulation in U-937 cells (Supplementary Fig. S2b, c). TJ-41 treatment slightly reduced LPS-induced TNF-α expression, but without statistical significance (Supplementary Fig. S2c).

### TJ-41 activates the AMPK pathway and inhibits the mTOR pathway

The AMPK pathway activation and the mTOR pathway inhibition have been reported as factors that regulate ROS, which are implicated in inflammation in COPD, thus we investigated the association of TJ-41 with these pathways in BEAS-2B cells and U937 cells.

Time course analysis between 5 and 60 min in BEAS-2B cells revealed a significantly increased AMPK activation at 5 min after TJ-41 administration (Fig. 5a, b). Conversely, mTOR activation, represented by pS6K/tS6k, was significantly reduced after 15 min (Fig. 5a, c). Long-term analysis of up to 6 h revealed that the Nrf2 expression reached its peak at 1.5–2 h (Fig. 5d, e), whereas LC3B started to decrease at 3 h (Fig. 5d, f). Original blots/gels were presented in Supplementary Figures S3, S4.

**Figure 5:**
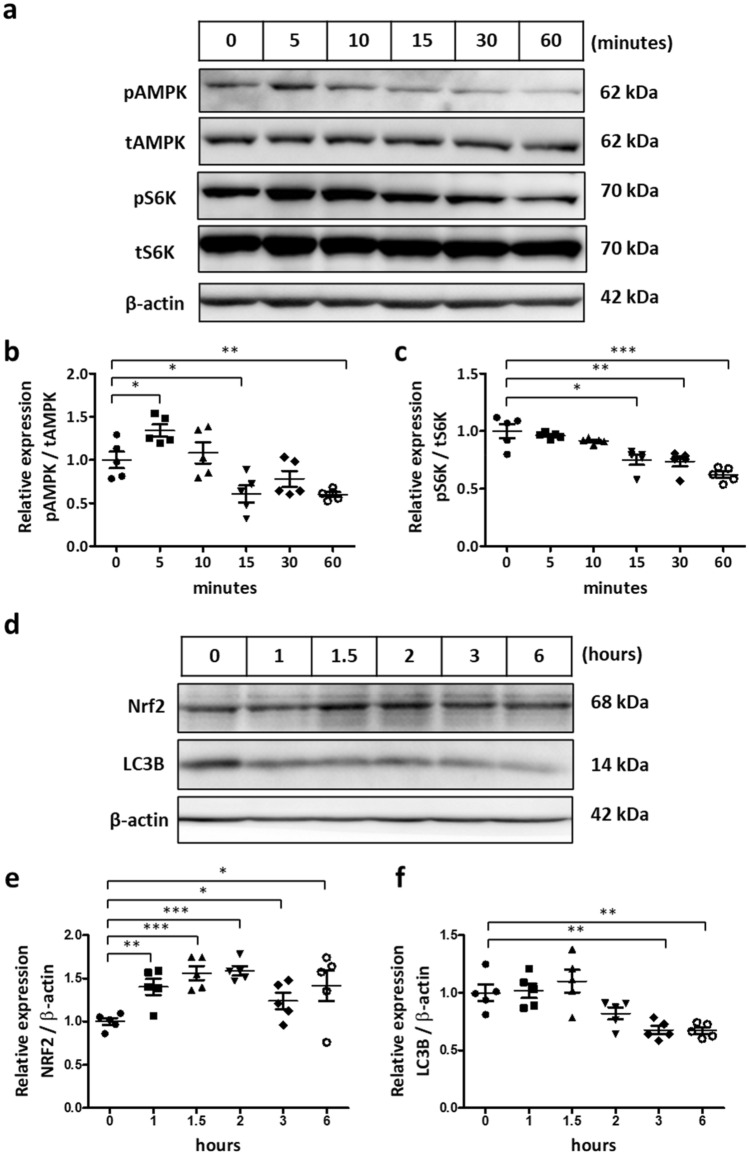
(**a**–**c**) Western blotting analysis of BEAS-2B cells from 5 to 60 min after TJ-41 treatment. (**d**–**f**) Long-time analysis from 1 to 6 h of TJ-41-treated BEAS-2B cells. Unpaired *t*-tests were used for each antibody, and *P < 0.05, **P < 0.01, and ***P < 0.001 were considered statistically significant. N = 5 in each group.

The AMPK activation increased significantly at 5 min after TJ-41 administration in U-937 cells, as well as in BEAS-2B cells (Supplementary Fig. S5a, b). Conversely, mTOR activation was significantly reduced after 60 min (Supplementary Fig. S5a, c). The Nrf2 expression also reached its peak at 1.5–2 h after TJ-41 administration (Supplementary Fig. S5d, e). Unlike BEAS-2B cells, LC3B increased at 1.5–2 h in U-937 cells (Supplementary Fig. S5d, f). Original blots/gels were presented in Supplementary Figures S6, S7.

### Lung tissues from TJ-41-fed mice demonstrated an activated AMPK pathway and decreased mTOR pathway

We extracted proteins from the whole lung tissues of mice fed a control or TJ-41-containing diet from 8 to 17 weeks of age. The lung tissues from mice fed a TJ-41-containing diet for a long period showed demonstrated AMPK activation and decreased mTOR activation compared to the mice fed a control diet (Fig. 6a, b, c). The expressions of Nrf2 and LC3B demonstrated no change with or without TJ-41 (Fig. 6a, d, e). Original blots/gels were presented in Supplementary Figure S8.

**Figure 6:**
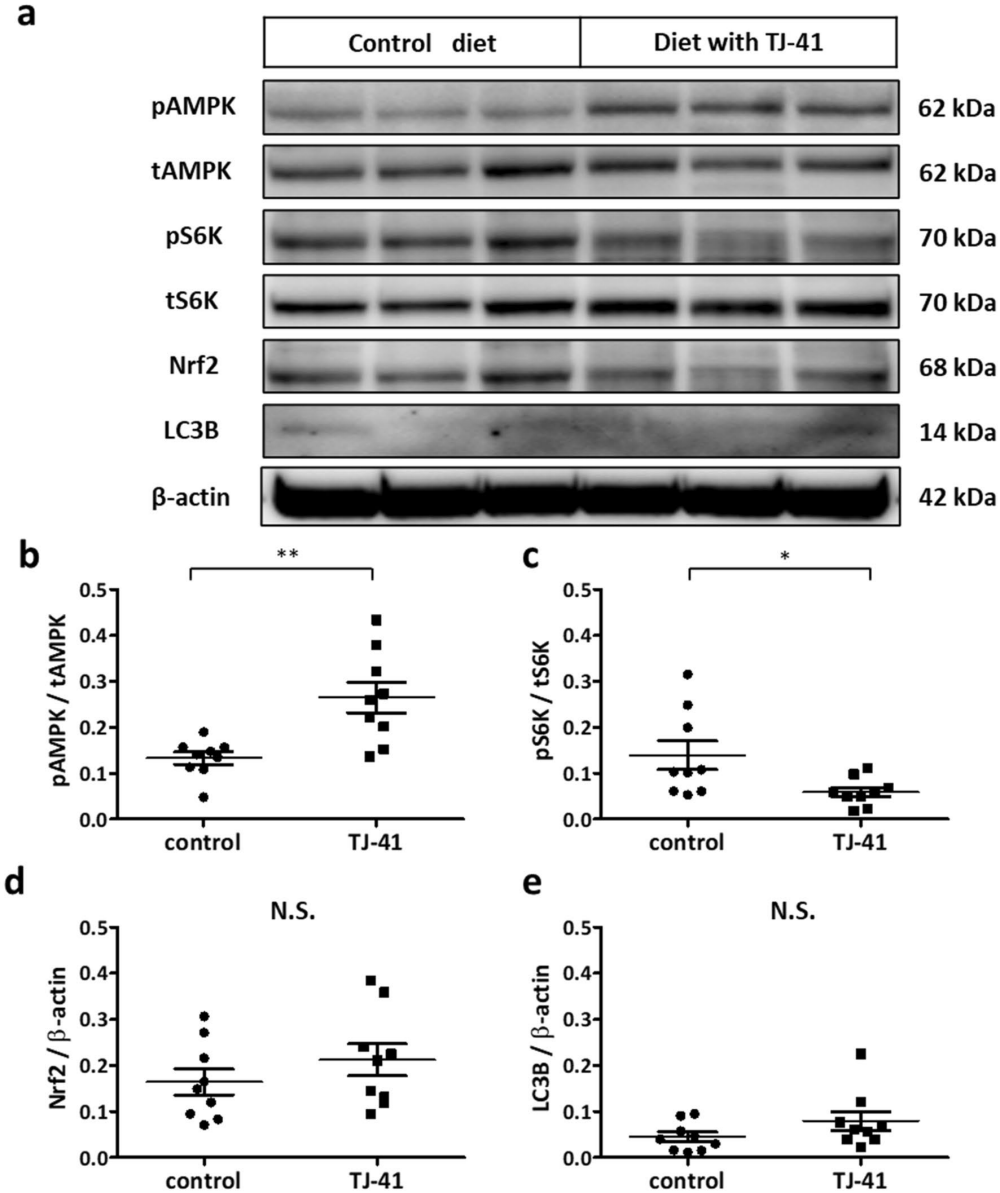
(**a**–**e**) Western blotting analysis using the lung tissues from wild-type mice that had been fed a TJ-41-containing diet. AMPK activity (b), mTOR activity (**c**), Nrf2 expression (**d**), and LC3B expression (**e**) were measured. Unpaired *t*-tests with **P < 0.01 were considered statistically significant for each antibody. N = 6 in each group. *N.S*.: not significant.

### RNA sequencing shows that neutrophilic inflammation is altered by PPE and LPS administration in mice

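Lung RNA was sequenced in 8 libraries, 2 in each of 4 groups. Control mice received PBS, and the COPD mice model received porcine pancreatic elastase (PPE) and then lipopolysaccharide (LPS), each on the control diet or on a diet with 2% TJ-41. The diets started at 8 weeks of age, PPE (0.375 U) or PBS was given at 10 weeks, and LPS (100 µg per dose) or PBS was given from 12 weeks. The paper's text does not state the day or hour of RNA collection or the number of mice sequenced. The authors deposited the number of reads counted on each of 52636 Ensembl genes of the mouse genome GRCm38 for each library, without normalization. The paper names CLC Genomics Workbench for the RNA sequencing analysis, and its text does not name the aligner, the counting program or their settings. Between 18767295 and 20888042 reads per library were counted on genes. The median total was 18997150 in control mice on the control diet, 19004765 in control mice on the TJ-41 diet, 19827669 in the COPD mice model on the control diet and 19192446 in the COPD mice model on the TJ-41 diet. A gene without reads in a library could have had up to 3 counts there, or 0.153 to 0.162 CPM (counts scaled to library size with the TMM factors), a limit that covers counting error only. Counts were scaled by the TMM factors of edgeR, which lay between 0.935 and 1.02, and genes were kept by the filterByExpr function of edgeR, which left 20546 genes. All 4 groups were fitted together, and each comparison was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes. A gene was counted as a DEG at a false discovery rate under 0.05 and a log2 fold change beyond 1 in either direction. The paper names edgeR and gives the fold threshold as "log2 fold change of > 1 or < 1", which was read here as beyond 1 in either direction. Its text does not state which edgeR test or filter was used. With 2 libraries per group, an exact permutation test of one group against another cannot give a two-sided p under 0.333. The 2 libraries of the COPD mice model on the control diet lay farther apart than those of the other groups, with an SD over genes of their log2 CPM difference of 0.798, against 0.394 to 0.469 in the other 3 groups.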

Total RNA was collected from the lung tissues of the COPD mice model and the control mice and was analyzed by RNA sequencing.

First, we defined differential expression genes (DEG) between control mice and COPD mice model (Fig. 7a). 

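On the control diet, 25 genes were DEGs between the COPD mice model and control mice, 21 higher and 4 lower in the COPD mice model. An unadjusted p under 0.05 was found for 1582 genes, where chance alone would give 1027. Immunoglobulin genes made up 9 of the 25 DEGs, and 8 belonged to a list of 15 genes of the circadian clock. Among the DEGs, the largest rise was in Ighg1 (ENSMUSG00000076614), an immunoglobulin constant region gene on chromosome 12 of GRCm38 from 113325240 to 113330523. It had 47.5 ± 36.0 CPM (SD, n = 2 libraries) in the COPD mice model and 0.625 ± 0.218 CPM (SD, n = 2) in control mice, a log2 fold change of 6.23 (standard error 0.71, adjusted p = 0.0170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The next largest rises among the DEGs were in Ighg2c (log2 fold change 5.76), Ighg3 (5.41), Ighv1-9 (4.85) and Ighv2-2 (3.94). Ighv2-2 shares 55.4% of its 50-base sequences with other genes, and Ighg2c shares 6.01%. Among the DEGs, the largest fall was in Spon2 (ENSMUSG00000037379), on chromosome 5 from 33198184 to 33218455. Spon2 had 5.17 ± 0.500 CPM (SD, n = 2) in the COPD mice model. In control mice it had 57.7 ± 2.51 CPM (SD, n = 2). Its log2 fold change was -3.48 (standard error 0.21, adjusted p = 4.8e-04 from the same edgeR test with Benjamini-Hochberg adjustment). The other DEGs that were lower were the clock genes Arntl (-2.96) and Npas2 (-2.51) and the amino acid transporter gene Slc7a10 (-1.62). The clock gene Dbp (ENSMUSG00000059824), on chromosome 7 from 45705088 to 45710203, was singled out after its values were seen. It rose from 18.4 ± 4.03 CPM (SD, n = 2) to 189 ± 6.53 CPM (SD, n = 2), with a log2 fold change of 3.36 (standard error 0.20, adjusted p = 4.8e-04 from the same edgeR test with Benjamini-Hochberg adjustment). In each of these genes both libraries of one group lay beyond both of the other. The number of DEGs depended most on the test, with 210 under edgeR's exact test. When only the 2 groups compared were fitted, Ighv2-2, Arntl, Npas2 and Slc7a10 were not DEGs, with adjusted p of 0.0687, 0.0979, 0.125 and 0.214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the 7 alternatives run for single genes, the adjusted p ran from 4.6e-10 to 0.0696 for Ighv2-2 and from 8.3e-14 to 0.0979 for Arntl. It ran from 1.0e-07 to 0.125 for Npas2 and from 8.8e-07 to 0.214 for Slc7a10. The lowest came from DESeq2 each time, with Benjamini-Hochberg adjustment throughout. Ighg2c, Npas2 and Slc7a10 were not DEGs with a replicate block in the model.

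**Figure D1:**
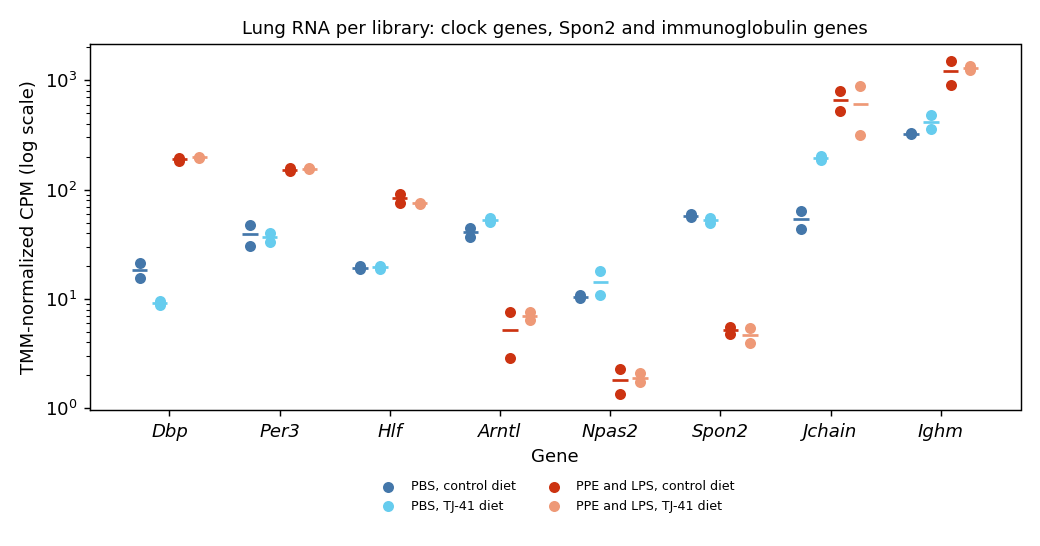
CPM with TMM normalization (log axis) of 5 clock genes, Spon2, Jchain and Ighm in each of the 8 libraries, with a bar at each group's mean. Dbp lies between 9.14 and 18.4 CPM in the means of control mice and between 189 and 197 CPM in those of the COPD mice model.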

We conducted gene ontology analysis of the DEG, focusing on the biological process category of terms (Fig. 7b), and terms related to neutrophil degranulation and neutrophil extravasation were detected, consistent with the in vivo experiments.

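No gene ontology library was used here, so gene lists were written by hand for the processes that the paper names. The neutrophil list holds 24 marker genes, of which 19 had enough counts to be tested. Their median log2 fold change in the COPD mice model against control mice on the control diet was -0.30, with 6 genes higher and 13 lower (adjusted p = 0.700 from limma's camera test with Benjamini-Hochberg adjustment over 84 list tests). A list of 30 tested genes for neutrophil degranulation, extravasation and chemotaxis had a median of 0.087, with 17 genes higher (adjusted p = 0.245 from the same camera test with Benjamini-Hochberg adjustment). None of the genes on these 2 lists was a DEG over all genes tested. Adjusted over the list alone, with the same edgeR test and thresholds, 2 of the 19 neutrophil genes passed, Cd177 and Lcn2, both higher in the COPD mice model, and 1 of the 30 genes of the second list, Thy1. Over all genes tested, the smallest adjusted p among the neutrophil genes was 0.109 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), for Cd177. Cd177 (ENSMUSG00000052212), on chromosome 7 of GRCm38 from 24743983 to 24760311, had 23.5 ± 14.6 CPM (SD, n = 2) in the COPD mice model and 4.19 ± 1.19 CPM (SD, n = 2) in control mice, a log2 fold change of 2.49 (standard error 0.44). It was a DEG with DESeq2, with an adjusted p of 8.4e-07 from the Wald test with Benjamini-Hochberg adjustment, in a range from 8.4e-07 to 0.237 over the alternatives. Lcn2 had 193 and 890 CPM in the 2 libraries of the COPD mice model and 135 and 101 CPM in those of control mice, a log2 fold change of 2.20 (standard error 0.57) that rests mainly on replicate 2 of the COPD mice model. Cd177 was also highest in that library, at 33.8 CPM, where the median of the neutrophil list was -0.92 against control mice. The rise of these 2 genes therefore does not by itself show more neutrophils. The neutrophil genes named here were picked after their values were seen. S100a8 (ENSMUSG00000056054), on chromosome 3 from 90668978 to 90670035, had 31.4 ± 26.5 CPM (SD, n = 2) in the COPD mice model and 39.9 ± 14.5 CPM (SD, n = 2) in control mice, and its log2 fold change of -0.34 was smaller than its standard error of 0.61. S100a9 had a log2 fold change of -0.33. Single libraries decided the sign of the neutrophil list. Without replicate 1 of the COPD mice model the median was -1.01, without replicate 2 it was 0.12, and without replicate 1 of control mice it was 0.0077. The median of the second list was -0.12 without replicate 1 of the COPD mice model, and lay between 0.13 and 0.19 in the other 3 fits that each left out one library. Il6 and Tnf, whose mRNA the paper measured in cell lines, had log2 fold changes of 0.29 and 0.77 and were not DEGs, with adjusted p of 0.946 and 0.684 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

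**Figure D2:**
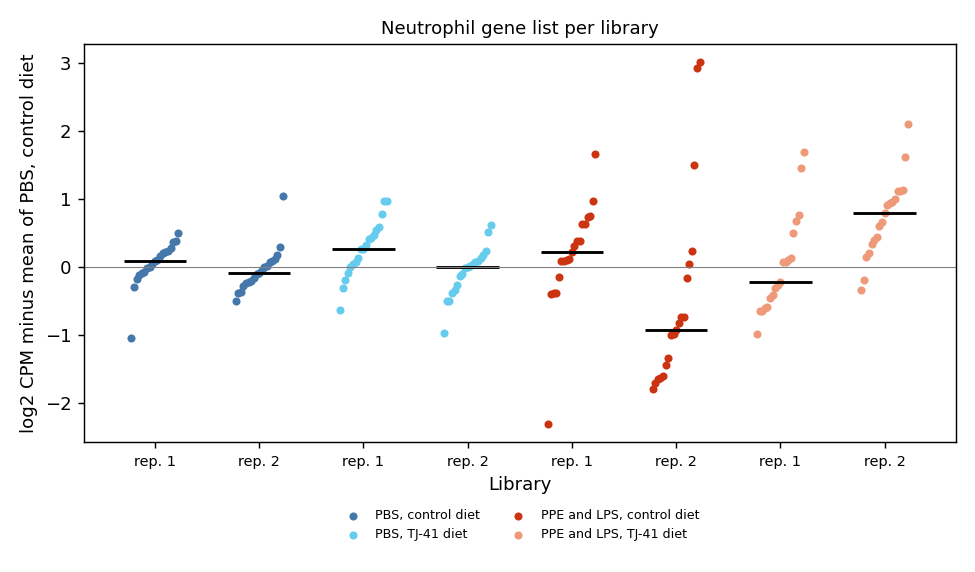
Log2 CPM of the 19 genes of the neutrophil list in each of the 8 libraries, less each gene's mean in control mice on the control diet. Each point is a gene and each bar the median, which was 0.22 and -0.92 in the 2 libraries of the COPD mice model on the control diet.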

**Figure 7:**
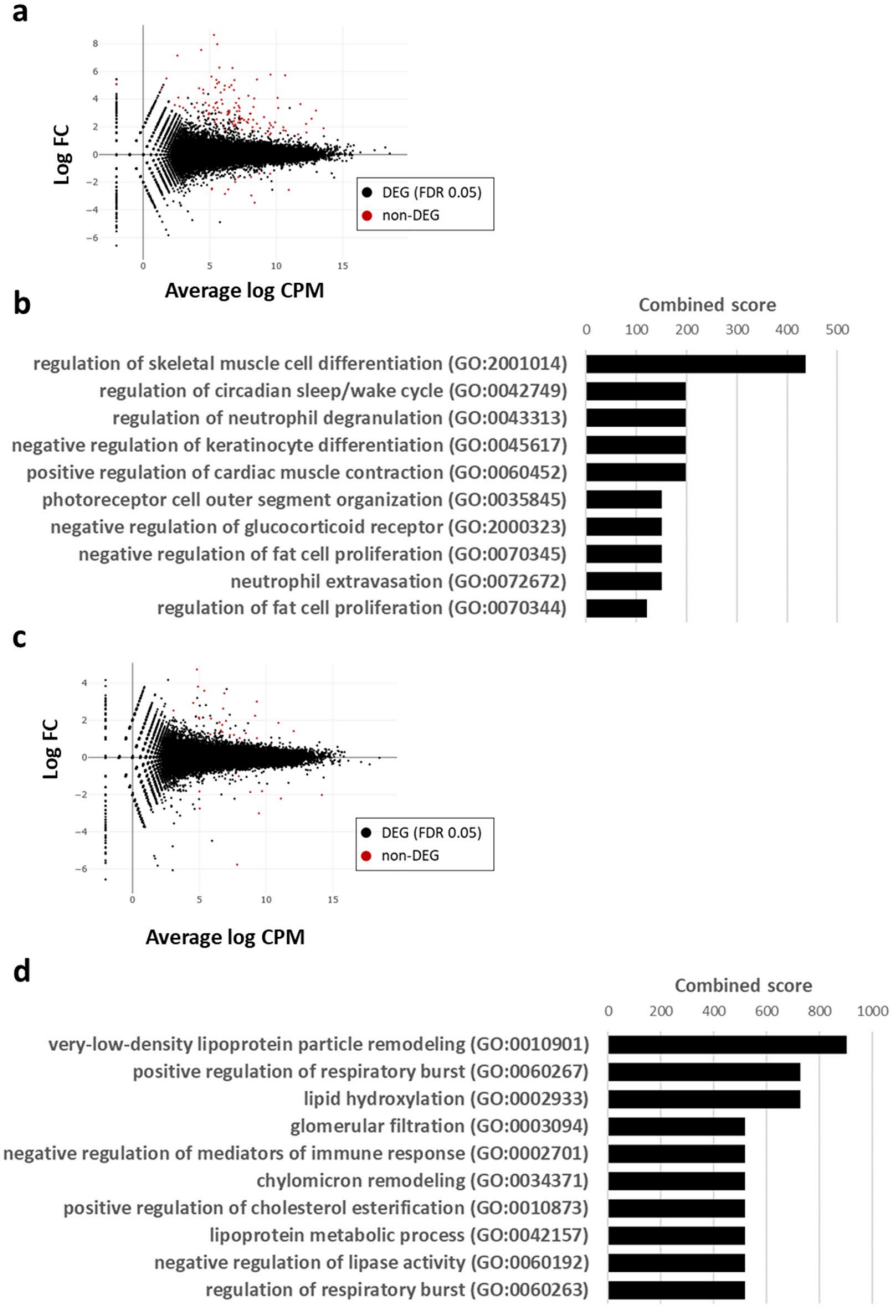
RNA sequencing analysis. (**a**) MA plot showing the RNA expression profile between control mice and COPD mice model. (**b**) The top 10 enriched biological process gene ontology terms are sorted by Enrichr combined score. (**c**) MA plot showing the RNA expression profile between the presence and absence of TJ-41 administration in the control mice. (**d**) The top 10 enriched biological process gene ontology terms. *CPM*: Counts per million; *DEG*: Differential expression gene; *FC*: Fold change; *FDR*: False discovery rate; *GO*: Gene ontology.

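In control mice, 0 of the 20546 genes tested were DEGs between the TJ-41 diet and the control diet, and the smallest adjusted p was 0.996 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 336 genes, fewer than the 1027 that chance alone would give. Such a shortfall points to a test that was strict here, so 0 DEGs do not show that the diet had no effect. The count was 11 with DESeq2, 6 with edgeR's exact test on all groups and 5 with only the 2 groups compared in the fit. It was 38, with 27 genes higher and 11 lower, under a setting chosen after the data were seen, in which edgeR's exact test was applied to the 4 libraries of these 2 groups with all 33067 genes that had a count. Of these 38 genes, 24 were immunoglobulin genes. The genes of proteins that the paper measured or names were not DEGs. The paper measured AMPK and mTOR activity through phosphorylated protein, which mRNA levels do not measure, so these values do not test it. The log2 fold changes on the TJ-41 diet were -0.11 for Nfe2l2, which encodes Nrf2, -0.067 for Map1lc3b, which encodes LC3B, 0.13 for Mtor, 0.21 for Rps6kb1, and 0.11 and 0.21 for Prkaa1 and Prkaa2, the catalytic subunits of AMPK. The standard errors of these genes lay between 0.16 and 0.25. A list of 16 tested target genes of Nrf2 had a median of -0.21, with 2 genes higher (adjusted p = 0.00350 from limma's camera test with Benjamini-Hochberg adjustment), and did not pass with limma's fry test or with the correlation between genes estimated (adjusted p = 0.815 and 0.709 with the same adjustment). Its median was -0.054 without replicate 1 of the control diet and -0.43 without replicate 2. Lists of 14 autophagy genes and of 18 genes of the mTOR and AMPK pathways had medians of -0.094 and 0.039 (adjusted p = 0.138 and 0.952 from camera with Benjamini-Hochberg adjustment), or -0.034 and -0.015 without replicate 1 and -0.18 and 0.14 without replicate 2 of the control diet. None of the genes on these 3 lists passed when adjusted over the list alone with the edgeR test. A correction for gene length and GC content, chosen after the data were seen, changed the sign of Prkaa1, Prkaa2 and Rps6kb1. Gapdh, the reference gene of the paper's PCR, had a log2 fold change of -0.32 (standard error 0.32) and shares 27.2% of its 50-base sequences with 213 other genes.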

We then defined DEGs between the presence and absence of TJ-41 administration in the control mice (Fig. 7c). The gene ontology analysis of the DEG, focusing on the biological process category of terms (Fig. 7d), detected terms related to positive regulation of respiratory burst. This indicates the lungs from TJ-41-fed mice demonstrated a rapid increase in the metabolic activity of neutrophils, monocytes, and other phagocytes, which is associated with phagocytosis.

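A list of genes for the respiratory burst and its regulation, written by hand, had 21 tested members. Their median log2 fold change on the TJ-41 diet in control mice was -0.030, with 10 genes higher and 11 lower (adjusted p = 0.784 from limma's camera test with Benjamini-Hochberg adjustment over 84 list tests). The median was 0.014 when all genes with at least 1 count were kept. It lay between -0.11 and -0.020 in 3 of the 4 fits that each left out one library, and was 0.037 without replicate 1 of the control diet. Adjusted over the list alone, 1 gene passed with the edgeR test, Jchain, against 0 over all genes tested, where 2 had an unadjusted p under 0.05. In the COPD mice model against control mice on the control diet the median of the list was 0.13, with 16 genes higher (adjusted p = 0.00900 from camera with Benjamini-Hochberg adjustment), and it did not pass with limma's fry test (adjusted p = 0.279 with the same adjustment). This median was 0.21 without replicate 1 of control mice, 0.064 without replicate 2 of control mice, and 0.089 and 0.080 without replicates 1 and 2 of the COPD mice model. There 3 genes passed adjusted over the list alone, Jchain, Igha and Noxa1. In the COPD mice model the median on the TJ-41 diet was 0.064. Within this list, the largest rise on the TJ-41 diet in control mice was in Jchain (ENSMUSG00000067149), on chromosome 5 of GRCm38 from 88519809 to 88527891, which encodes the chain that joins immunoglobulin A and M into polymers. It had 193 ± 11.1 CPM (SD, n = 2) on the TJ-41 diet and 53.3 ± 14.1 CPM (SD, n = 2) on the control diet. Its log2 fold change was 1.86 (standard error 0.44, adjusted p = 0.996 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Jchain was a DEG with DESeq2 (adjusted p = 0.00405 from the Wald test with Benjamini-Hochberg adjustment) and with only the 2 groups compared in edgeR's fit (adjusted p = 0.0105 with the same adjustment), in a range from 2.9e-14 to 1.00 over the alternatives. Igha (ENSMUSG00000095079), the immunoglobulin A heavy chain gene on chromosome 12 from 113254830 to 113260236, had 365 ± 9.00 CPM (SD, n = 2) on the TJ-41 diet and 137 ± 67.6 CPM (SD, n = 2) on the control diet, a log2 fold change of 1.41 (standard error 0.62). Igha was not a DEG with DESeq2, other normalization, only the 2 groups compared or a replicate block. It was one with the exact test on the 4 libraries and all genes with a count, chosen after the data were seen, where its adjusted p was 0.00148 (edgeR's exact test with Benjamini-Hochberg adjustment), in a range from 0.00148 to 1.00 over the alternatives. Jchain and Igha were the 2 members of the list among the DEGs of that setting. Cybb (ENSMUSG00000015340), on chromosome X from 9435252 to 9487771, which encodes the catalytic subunit of the phagocyte NADPH oxidase, had 149 ± 24.6 CPM (SD, n = 2) on the TJ-41 diet and 141 ± 15.1 CPM (SD, n = 2) on the control diet. Its log2 fold change was 0.081 (standard error 0.39), and -0.065 after the correction for gene length and GC content. These 3 genes were picked after their values were seen.

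**Figure D3:**
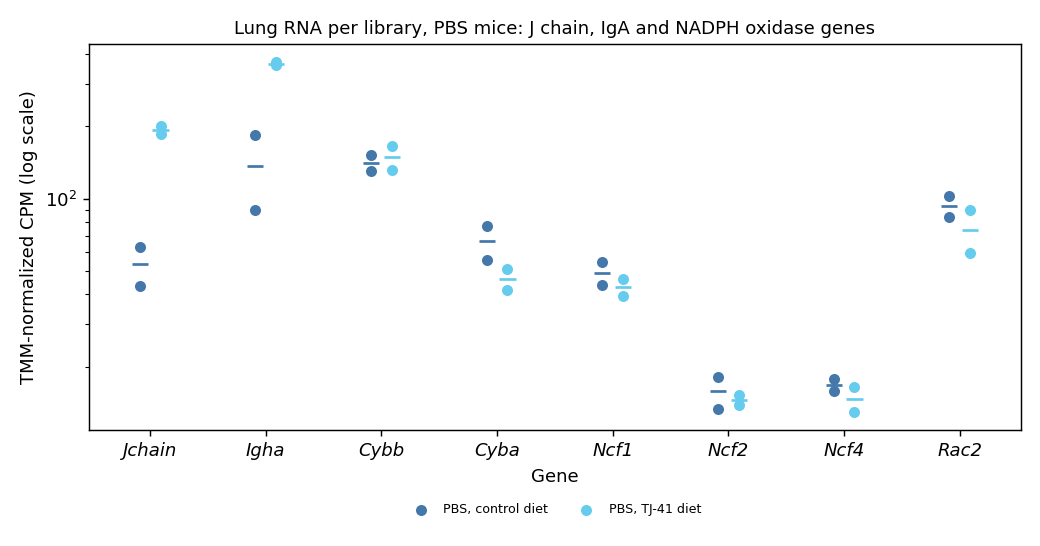
CPM with TMM normalization (log axis) of Jchain, Igha and 6 NADPH oxidase genes in the 4 libraries of control mice, with a bar at each group's mean. Both libraries on the TJ-41 diet lie above both on the control diet for Jchain and Igha, and the libraries of the 2 diets overlap for Cybb.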

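In control mice, the median log2 fold change of the 19 tested neutrophil genes on the TJ-41 diet was 0.14, with 10 genes higher and 9 lower (adjusted p = 0.615 from limma's camera test with Benjamini-Hochberg adjustment). It was -0.042 without replicate 2 of the control diet, -0.019 without replicate 1 of the TJ-41 diet and 0.27 without replicate 2 of the TJ-41 diet. A list of 21 tested macrophage marker genes had a median of -0.20, with 6 genes higher and 15 lower (adjusted p = 0.0106 from the same camera test with Benjamini-Hochberg adjustment). With limma's fry test the adjusted p of the macrophage list was 0.725, and with camera and the correlation between genes estimated it was 0.628, each with Benjamini-Hochberg adjustment. None of the neutrophil or macrophage genes passed when adjusted over the list alone with the edgeR test. The macrophage median was -0.43 without replicate 2 of control mice on the control diet and -0.033 without replicate 2 of control mice on the TJ-41 diet. Across all lists and comparisons, 32 of 84 tests passed an adjusted p of 0.05 with camera, 0 with fry and 0 with the correlation estimated, all with Benjamini-Hochberg adjustment. The paper takes the terms on the respiratory burst to indicate a rapid rise in phagocyte metabolism in the lungs of mice fed TJ-41. It names neutrophils and monocytes among these phagocytes.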

## Discussion

### Anti-inflammatory effects of TJ-41 on COPD model lungs

The pathological studies and BALF analyses demonstrated the anti-inflammatory effect of oral TJ-41 administration in the lungs of the COPD mice model. TJ-41, particularly, suppressed macrophage and neutrophilic inflammation in the airspace. These results are compatible with the previous human studies in which TJ-41 treatment decreased the expression level of inflammatory cytokines in patients with COPD^23^.

On the other hand, TJ-41 administration had little effect in pathological and physiological studies in mice, as for emphysematous changes, the same as reported in human studies^23^. However, because repeated exacerbations in COPD supposedly cause emphysematous changes in the mouse model with repeated stimulation, TJ-41 might affect emphysematous changes by suppressing inflammation. Further investigation is required.

TJ-41 treatment reportedly improves body weight loss in patients with COPD^21^. In our COPD mouse model, acute phase TJ-41 also reduced weight loss. Furthermore, white fat levels reportedly decrease in mice after PPE administration^29^, which could cause weight loss. It is also likely related to various other factors associated with chronic inflammation, including decreased appetite and dehydration.

In vitro studies, TJ-41 suppressed the LPS-induced inflammatory cytokines in BEAS-2B cells, consistent with the results of the mouse experiments. These results were also consistent with human studies demonstrating lowered serum inflammatory markers in patients with COPD with TJ-41 administration. The number of alveolar macrophages increased significantly in the airways of patients with COPD^30^, and alveolar macrophages secrete various inflammatory cytokines^31^, contributing to COPD pathogenesis. Therefore, we analyzed the effects of TJ-41 on monocyte-derived U937 cells. However, in this study, no anti-inflammatory effect was observed.

### TJ-41 herbal ingredients

In this study, we investigated the anti-inflammatory effects of TJ-41. Some of its components, including astragalin and astragaloside IV in *Astragali radix*^15,16^, ginsenoside Rb1 in *Ginseng radix*^*17*^, ferulic acid in *Angelicase radix*^18^, and saikosaponin A in *Bupleuri radix*^19,20^, reportedly have anti-inflammatory effects. Given that TJ-41 is a traditional combination of these natural herbal medicines and each component is not taken separately, we analyzed the total anti-inflammatory effect of TJ-41.

### TJ-41 mediated AMPK pathway activation and mTOR inhibition

Our in vitro experiments using BEAS-2B cells and U937 cells revealed that TJ-41 administration activated the AMPK pathway and inhibited the mTOR pathway. Time course analysis, particularly, indicated that TJ-41 administration first activated AMPK followed by the mTOR pathway inhibition. Further, in vivo studies revealed that long-term TJ-41 administration caused activated AMPK pathway and reduced mTOR pathway in mouse lungs. This is the first study to demonstrate the intracellular effect of TJ-41 treatment. Several reports have revealed that AMPK activation has an anti-inflammatory effect on patients and mouse models with COPD^9,32^, indicating that TJ-41 might cause an anti-inflammatory effect via AMPK activation.

Moreover, TJ-41 altered Nrf2 and LC3B expressions, indicating that TJ-41 may affect autophagy. TJ-41 might be involved in stress regulation, such as oxidative stress, by driving autophagy in the COPD model. Further investigation is required.

### Limitations of this study

Our study has some limitations. First, in vitro studies administered TJ-41 directly to BEAS-2B cells and U937 cells to investigate its effects. However, TJ-41 is taken orally and metabolized in the body before affecting the human body. Therefore, the results of our in vitro studies reveal that TJ-41 activates the AMPK pathway and inhibits the mTOR pathway and may not accurately represent the effects of TJ-41 when metabolized in the human body, although our in vivo study revealed the increased AMPK activation in the lungs from TJ-41-fed mice.

Second, the lungs of the COPD mice model induced by intratracheal administration of PPE and LPS in this experiment are not the same as the lungs of patients with COPD, although the COPD mice model using PPE and LPS is one of the most prominent models. For example, the cigarette smoke-induced COPD mouse model requires a much longer period compared with our model, and the emphysematous changes are rather subtle. Therefore, the possibility that this model is more suitable for detecting the effect of TJ-41 on emphysematous change or body weight loss cannot be ruled out.

Third, we have not confirmed that all mice consumed TJ-41 uniformly. We assumed that the mice consumed almost the same amount of TJ-41 because the food containing TJ-41 was well reduced in the cages, and the body weight of the mice increased gradually.

In conclusion, we demonstrated the anti-inflammatory and systemic condition-improving effects of TJ-41 on COPD mice models. This may be associated with AMPK pathway activation and mTOR pathway inhibition.

## Methods

### Animals

We used male C57BL/6 mice purchased from Jackson Laboratory Japan, Inc., and all mice were reared in a daylight cycle with a defined time from 8:00 AM to 8:00 PM in specific pathogen-free conditions. Male mice were used in this experiment because of the possibility that data may be scattered in female mice due to greater fluctuations in hormonal balance.

A COPD mouse model was developed by intratracheal PPE administration (E7885; Sigma-Aldrich, USA) followed by LPS (L3024; Sigma-Aldrich, U.S.A.)^25^. At 10 weeks of age (day 0), COPD mice models were intratracheally administered 0.375 U of PPE in 100 µL of PBS under isoflurane anesthesia. At 12 weeks of age (day 14), they were treated with 100 μg of LPS once daily for 3 days. Control mice were administered 100 μL of PBS instead of PPE and LPS (Fig. 8).

**Figure 8:**
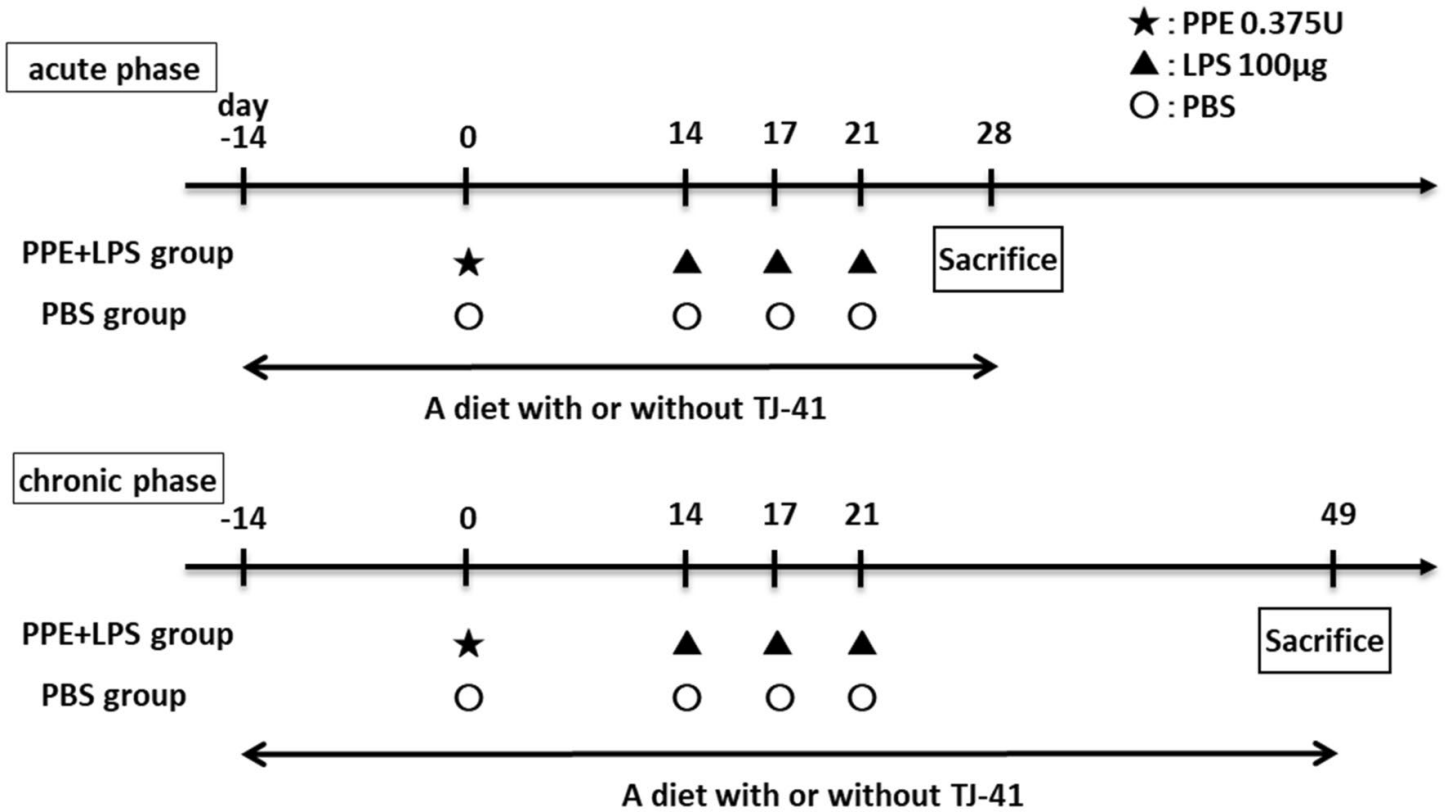
Study design for a COPD mice model. COPD mice model were administered PPE at 10 weeks of age (day 0), and they were treated with LPS three times every 3 days starting at 12 weeks of age (day 14). The 14-week-old mice (day 28) were considered an acute phase model of COPD exacerbation, whereas the 17-week-old mice (day 49) were considered chronic phase models of COPD.

A 2% TJ-41-containing or a control diet was fed to mice from 8 weeks of age until physiological and pathological analysis; 14-week-old mice (day 28) were considered the COPD acute exacerbation model, and 17-week-old mice (day 49) were considered the COPD chronic phase model (Fig. 8).

### TJ-41

TJ-41 bulk powder was provided by Tsumura Co. (Tokyo, Japan). Further, 2% TJ-41 was added into rodents’ diets MF (Oriental Yeast Co., Ltd., Japan) for animal experiments, as previously described^24,33^. TJ-41 bulk powder was dissolved in ultrapure water for in vitro experiments. After adding Dulbecco’s Modified Eagle Medium (DMEM, WAKO, Japan) or RPMI-1640 medium (WAKO, Japan) at a ratio of 1:1, the solution was centrifuged, and the supernatant had a final concentration of TJ-41 of 10 μg/μL. The supernatant was added to the culture medium to achieve a final TJ-41 concentration of 50 μg/mL or 250 μg/mL because higher TJ-41 concentrations induced cell death in preliminary studies (data not shown).

### Physiological analysis

After the intraperitoneal administration of combined triadic anesthesia to anesthetize the mice^34^, mice were intratracheally intubated with a blunted 18-gauge needle. It was then connected to SCIREQ flexiVent® (EMKA, Canada) to measure the physiological function of the mouse lung as a closed system. Airway resistance and lung compliance were measured three times, and each average value was adopted.

### Bronchoalveolar lavage fluid analysis

After physiological analysis, 1 mL of sterile saline was injected through the needle using a syringe, the lungs were washed, and the lavage fluid was retrieved three times to obtain bronchoalveolar lavage fluid (BALF). The collected BALF was centrifuged at 450 × g for 10 min at 4℃. The pellet was dissolved in 1 mL of PBS after separating the supernatant, and cells were counted by a LUNA cell counter (Logos Biosystems, Korea). Diff-Quik staining (Sysmex, Japan) was used to measure leukocyte fractions of cells in BALF.

### Lung histopathological analysis

Mouse lungs were fixed by intratracheal injection of 10% buffered formalin solution at a constant pressure of 25 cmH_2_O followed by immersion in formalin solution for at least 24 h. Specimens were embedded in paraffin, cut into 5-μm sections, and stained with hematoxylin–eosin.

### Cell culture

We used two cell types for our in vitro experiments, BEAS-2B cells and U-937 cells, both provided by the Japanese Collection of Research Bioresources Cell Bank. BEAS-2B cells, which is a human epithelial cell line, were grown in DMEM (high glucose) with L-glutamine medium (WAKO, Japan) containing 10% fetal bovine serum (FBS). U-937 cells, which is a human macrophage cell line, were grown in RPMI-1640 with L-glutamine medium (WAKO, Japan) containing 10% FBS. Passages were limited to up to 20 times in each cell.

BEAS-2B cells were seeded in an FBS-free DMEM medium for starvation for in vitro experiments of LPS administration, and TJ-41 was administered at 50 μg/mL or 250 μg/mL. LPS was added at a final concentration of 5 µg/mL after incubation for 24 h. After 2 h, cells were retrieved for mRNA analysis. Starvation was performed in FBS-free RPMI-1640 with L-glutamine medium for U-937 cells, and thereafter, the same procedure was performed for BEAS-2B cells. In vitro studies of LPS administration have reported LPS concentrations of 100–10 μg/mL^35,36^. In particular, 5 μg/mL has been recognized as a highly effective concentration with minimal cell death^37^. Therefore, we decided to administer LPS at a concentration of 5 μg/mL in our study.

BEAS-2B or U-937 cells were starved and treated with TJ-41 solution at a final concentration of 250 μg/mL in time course analysis. The pAMPK, tAMPK, pS6K, and tS6K protein expressions were examined between 5 and 60 min after TJ-41 administration, and Nrf2 and LC3B protein expression was examined between 1 and 6 h after TJ-41 administration.

### Quantitative real-time reverse transcription polymerase chain reaction (RT-PCR)

Cell pellets were lysed with TRIzol (Invitrogen, U.S.A.). Mouse lung tissue was also lysed in TRIzol followed by homogenization using an MS-100 bead homogenizer (Tomy, Japan). After extracting the total RNA, a micro-spectrophotometer was used to confirm that the A260/A280 absorbance of the isolated RNA was > 1.8. From 1.0 µg of total RNA, single-stranded cDNA was synthesized using ReverTraAce (Toyobo, Japan). Quantitative real-time RT-PCR was performed using Thermal Cycler Dice® Real-Time System III and TB Green Fast qPCR Mix (TaKaRa Bio, Japan) according to the manufacturer’s instructions. Quantification was performed in duplicate and the expression levels of target genes were calculated based on *Gapdh* mRNA levels using the delta-delta CT method. Supplementary Table 1 shows the primer sequences.

### Western blotting analysis

Cell pellets were lysed in RIPA buffer (Wako, Japan) with protease inhibitor (Thermo Fisher Scientific, Japan) and phosphatase inhibitor (Thermo Fisher Scientific, Japan). Further, mouse lung tissue was lysed in this buffer followed by homogenization using an MS-100 bead homogenizer (Tomy, Japan). Thereafter, the lysate was centrifuged and the supernatant was collected. The supernatant protein concentration was measured by the BCA method (TaKaRa Bio, Japan), and the protein content of each sample was equalized to SDS (TCI, Japan). After SDS, proteins were electrophoresed, transferred to the membrane, and blocked with ECL prime blocking reagent (GE Healthcare, U.K.). The membrane, as primary antibodies, was incubated overnight in blocking reagent containing pAMPK (50,081; CST, U.S.A.), tAMPK (ab80039; abcam, U.K.), pS6K (9234; CST, U.S.A.), tS6K (2708; CST, U.S.A.), Nrf2 (16,396-I-AP; proteintech, U.S.A.), or LC3B (3868 s; CST, U.S.A.), respectively. The following day, the membrane was incubated for 1 h with the corresponding rabbit IgG antibody (ab6721; abcam, U.K.) or mouse IgG antibody (ab97023; abcam, U.K.), as the secondary antibody. Ez-Capture MG (ATTO, U.S.A.) was used to detect protein bands, and CS Analyzer 3.0 (ATTO, U.S.A.) was utilized to measure band absorbance.

### RNA sequencing

Total RNA was extracted from mice treated with PBS and PPE and LPS using RNeasy Mini Kit (Qiagen, Netherlands) following the manufacturer’s instructions. CLC Genomics Workbench software (Qiagen, Netherlands) was used for RNA sequencing (RNA-seq) analysis. R software was used for statistical calculations, and edgeR software^38^ was used for differential expression analysis. The DEG thresholds were defined as log2 fold change of > 1 or < 1 and a false discovery rate of < 0.05. Gene ontology analysis was performed using the Enrichr combined score^39^. The data set was stored in the Gene Expression Omnibus database (GSE239537).

### Study approval

All mouse experiments were approved by the Ethics Committee for Animal Experiments of The University of Tokyo (P17-006), and were performed in accordance with ARRIVE guidelines and regulations of this committee. In other experiments, all methods were performed according to relevant guidelines and regulations. This study used no human specimens.

### Statistics

Data was presented as means ± standard errors of the mean. GraphPad Prism 5 software (GraphPad Software Inc., USA) was used for statistical analyses. Unpaired *t*-tests were used for the analysis of two groups, and one-way analysis of variance and Tukey’s multiple comparison tests were used for the analysis of three or more groups unless otherwise stated. *P*-values of < 0.05 were considered statistically significant.

### Supplementary Information

Supplementary Information.

## Data Availability

The RNA-seq data generated for this study have been deposited in the GEO repository under accession number GSE239537. The data supporting the results of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: A Japanese herbal medicine (kampo), hochuekkito (TJ-41), has anti-inflammatory effects on the chronic obstructive pulmonary disease mouse model
**Source:** Sci Rep. 2024 May 6;14:10361. doi: 10.1038/s41598-024-60646-x
**Supplement:** Supplementary file 1 — Supplementary Information.

**A Japanese herbal medicine, Hochuekkito (TJ-41), has anti-inflammatory effects on the chronic obstructive pulmonary disease mouse model**

Masaaki Yuki^1^, Taro Ishimori^1^, Shiho Kono^1^, Saki Nagoshi^1^, Minako Saito^1^, Hideaki Isago^12^, Hiroyuki Tamiya^13^, Kensuke Fukuda^1^, Naoya Miyashita^1^, Takashi Ishii^13^, Hirotaka Matsuzaki^14^, Yoshihisa Hiraishi^1^, Akira Saito^1^, Taisuke Jo^15^, Takahide Nagase^1^, Akihisa Mitani^1^

**Supplementary Tables**

**Supplementary Table 1.** Mouse RT-PCR primers and human RT-PCR primers.

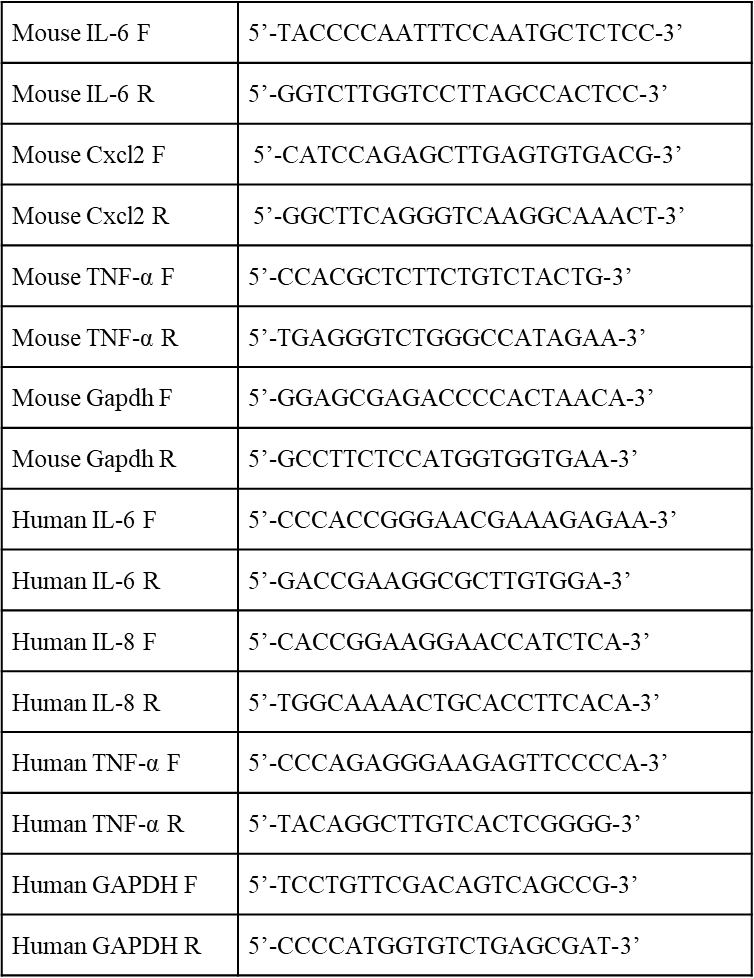

**Supplementary Figures**

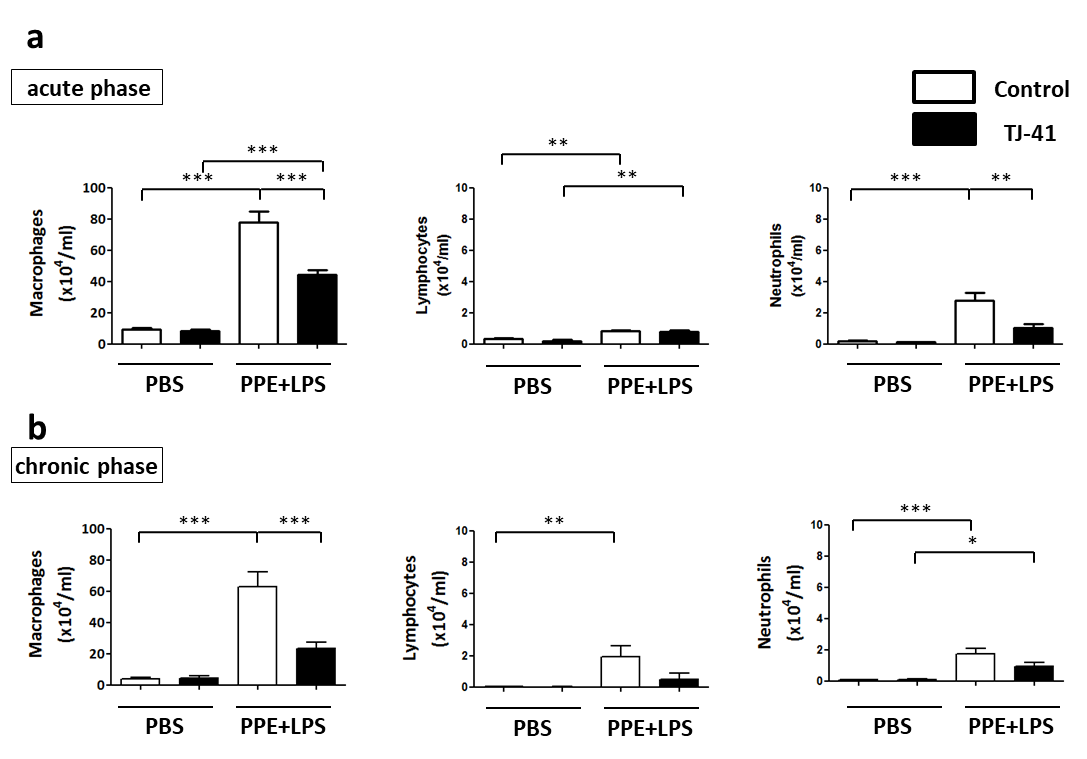

**Supplementary Figure S1.**

Cellular fraction, macrophages, lymphocytes, and neutrophils in BALF were counted in the acute phase (a) (N = 3–5 in each group) and in the chronic phase (b) (N = 7–9 in each group). One-way analysis of variance (ANOVA) test and Tukey’s multiple comparison test, with **P* < 0.05, ***P* < 0.01, and ****P* < 0.001 were considered statistically significant.

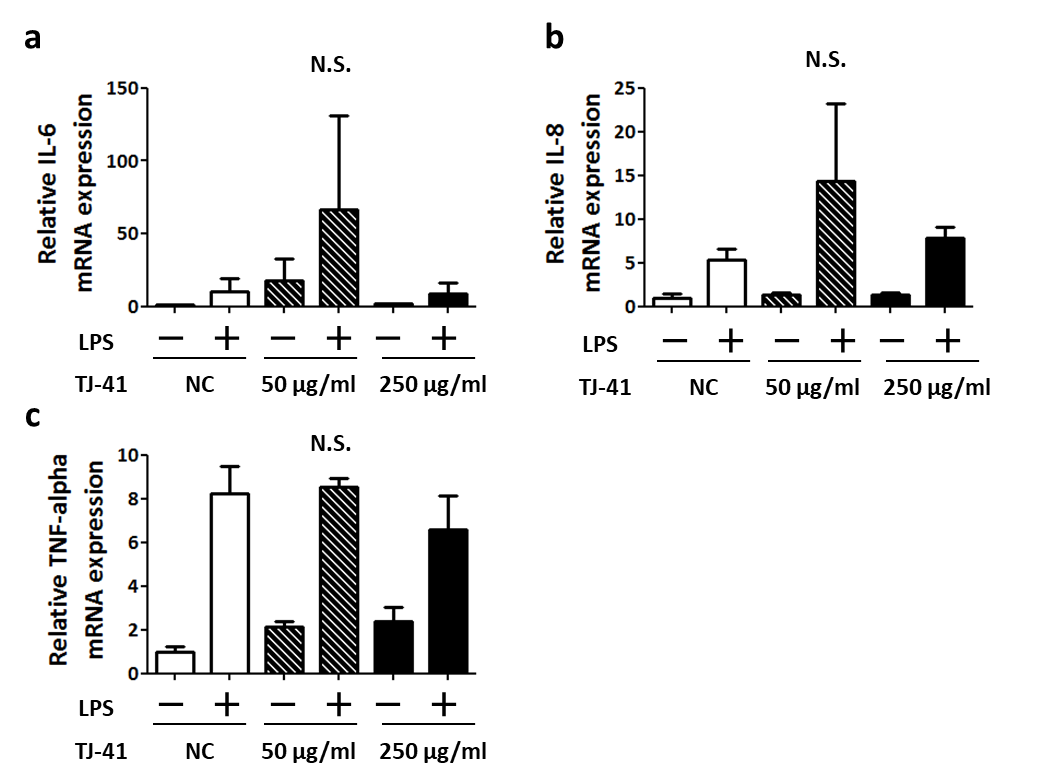

**Supplementary Figure S2.**

mRNA expressions of inflammatory cytokines, IL-6 (a), IL-8 (b), and TNF-α (c), in U-937 cells after LPS treatment with or without TJ-41 administration. None of the differences reached statistical significance in the one-way ANOVA test. N = 3 in each group. NC: negative control; N.S.: not significant.

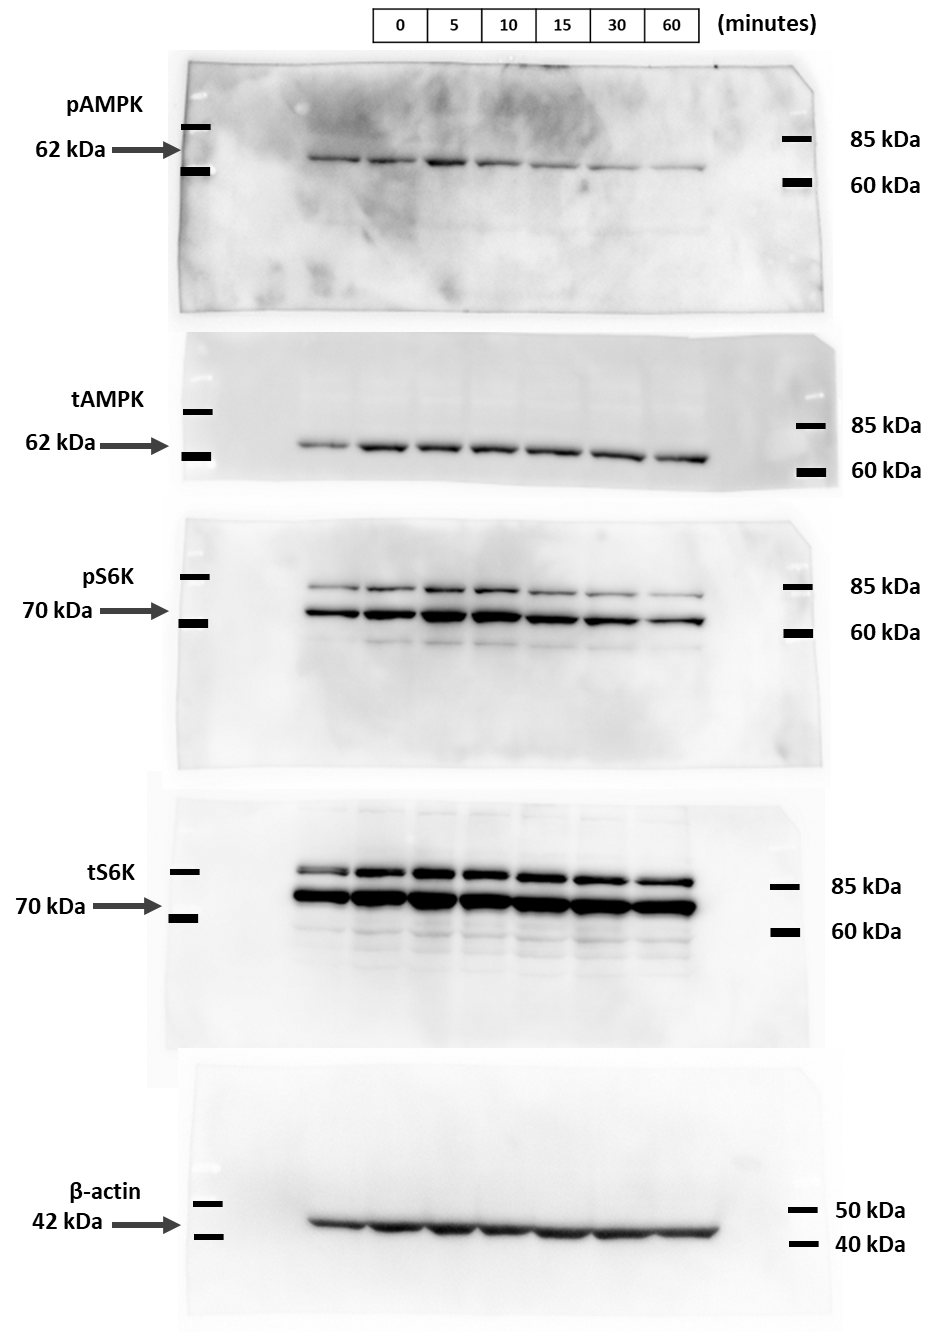

**Supplementary Figure S3.**

Full membrane images for cropped western blotting data from time course analysis between 5 and 60 min in BEAS-2B cells. Additional proteins were loaded in the blank wells of the sides and were not used to calculate the band density. The same membrane was used to detect the protein bands.

**
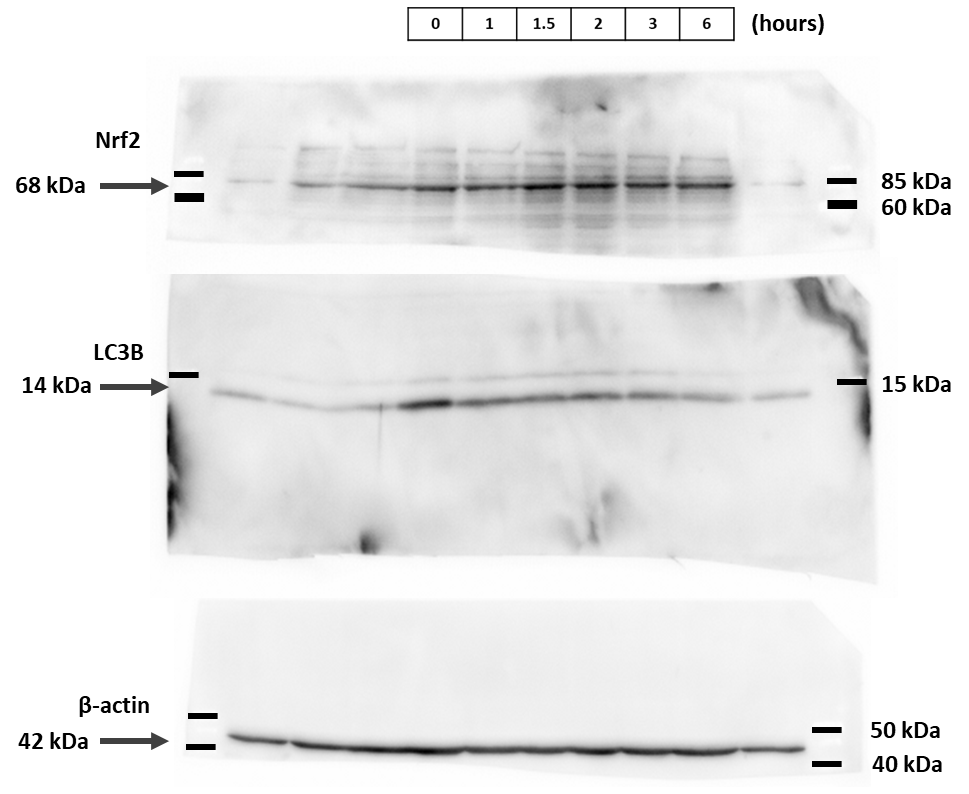
**

**Supplementary Figure S4.**

Full membrane images for cropped western blotting data from long-term analysis for up to 6 h in BEAS-2B cells. Additional proteins were loaded in the blank wells of the sides and were not used to calculate the band density. The same membrane was used to detect the protein bands.

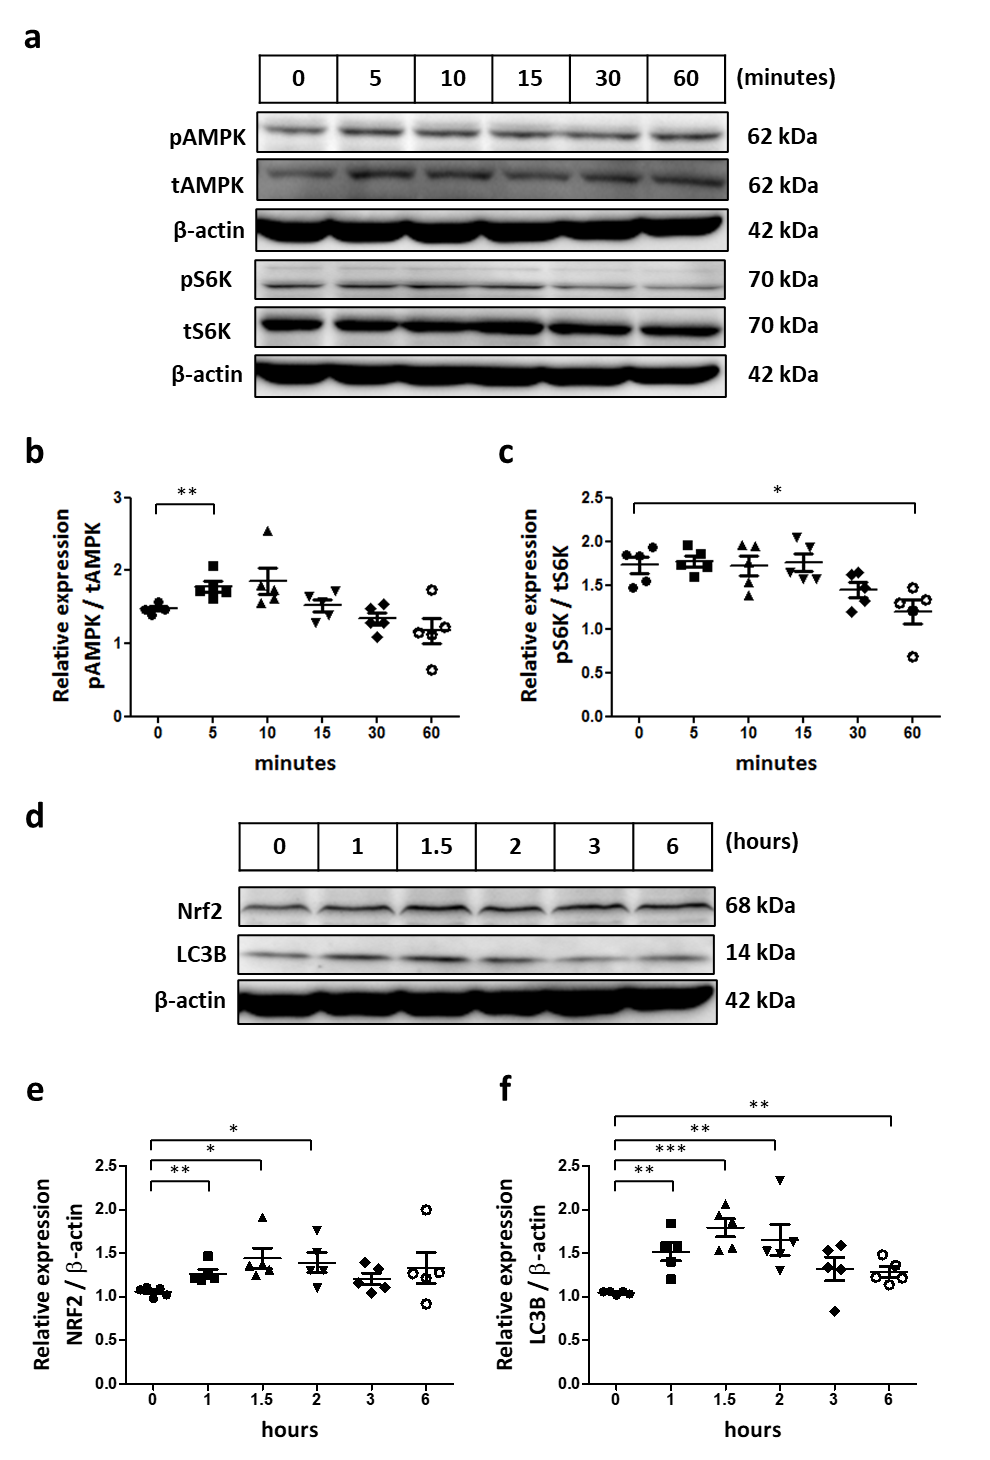

**Supplementary Figure S5.**

(a–c) Western blotting analysis of U-937 cells from 5 to 60 min after TJ-41 treatment. (d–f) Long-time analysis from 1 to 6 h of TJ-41-treated BEAS-2B cells. Unpaired *t*-tests were used for each antibody, and **P* < 0.05, ***P* < 0.01, and ****P* < 0.001 were considered statistically significant. N = 5 in each group.

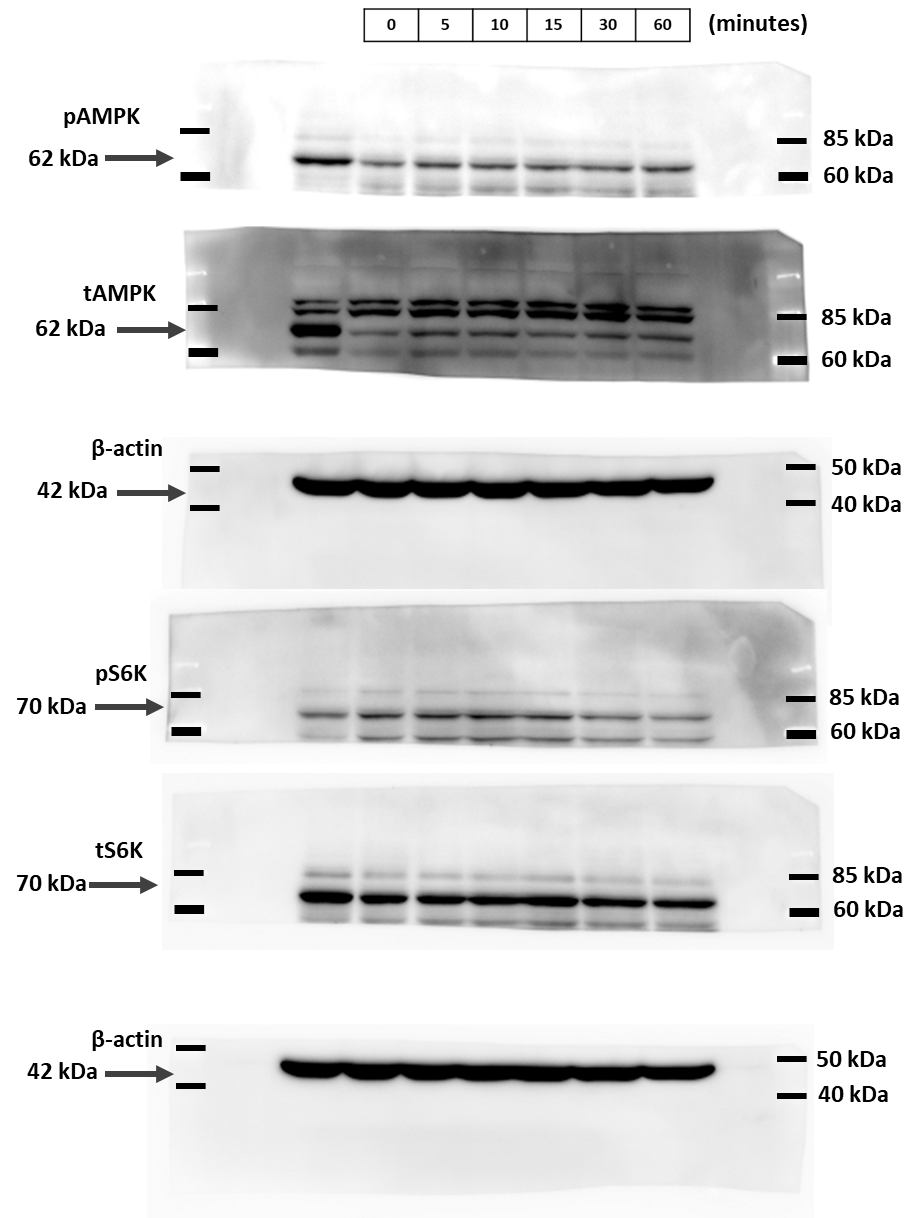

**Supplementary Figure S6.**

Full membrane images for cropped western blotting data from time course analysis between 5 and 60 min in U-937 cells. Additional proteins were loaded in the blank wells of the sides and were not used to calculate the band density. One membrane was used to detect the pAMPK and tAMPK protein bands, whereas the other was used to detect the pS6K and tS6K protein bands.

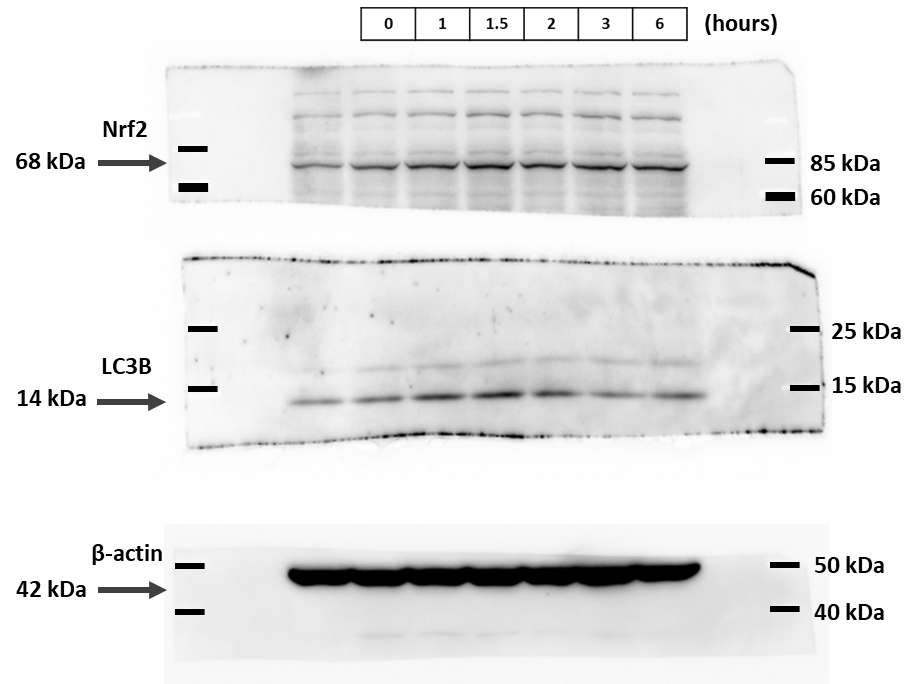

**Supplementary Figure S7.**

Full membrane images for cropped western blotting data from long-term analysis for up to 6 h in U-937 cells. Additional proteins were loaded in the blank wells of the sides and were not used to calculate the band density. The same membrane was used to detect the protein bands.

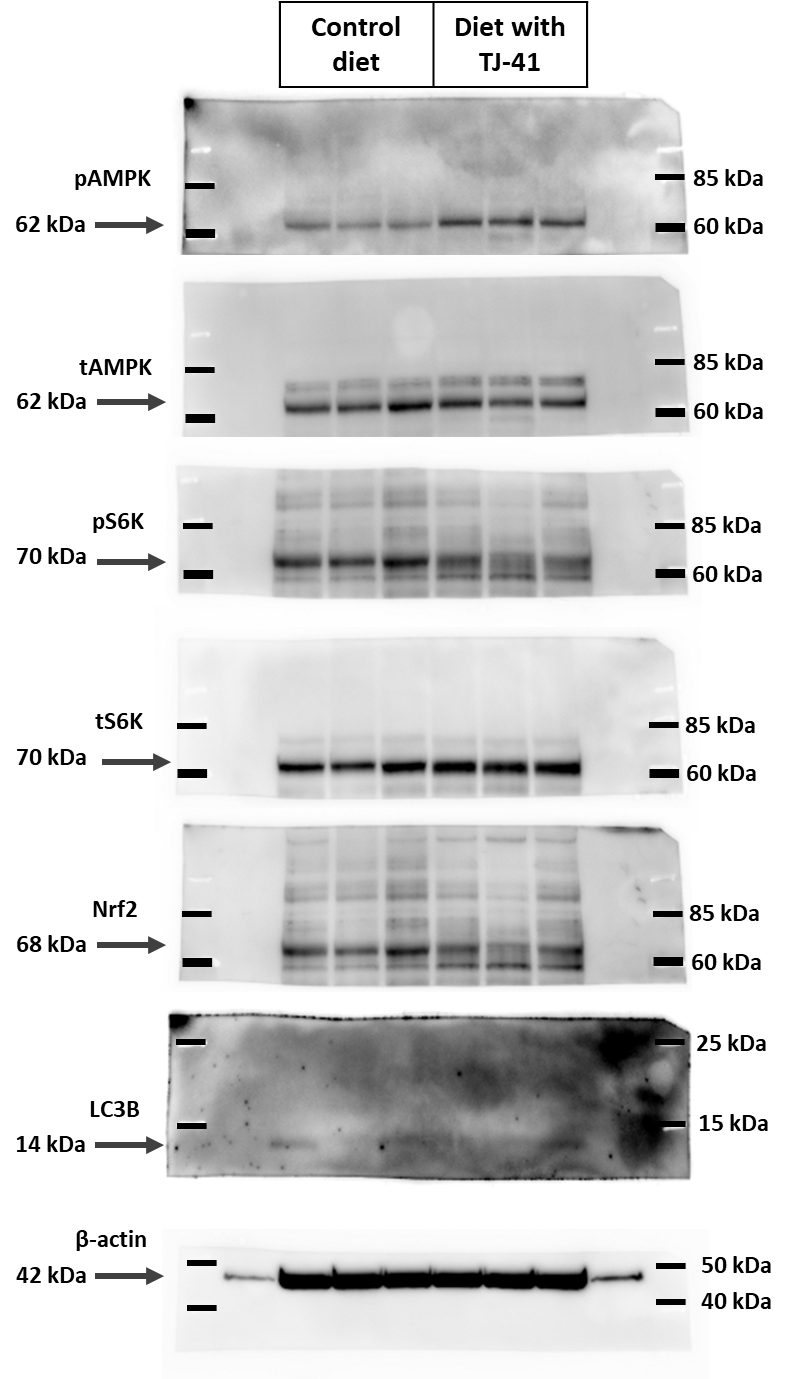

**Supplementary Figure S8.**

Full membrane images for cropped western blotting data from the entire lung tissue of mice fed a control or TJ-41-containing diet. Additional proteins were loaded in the blank wells of the sides and were not used to calculate the band density. The same membrane was used to detect the protein bands.

How the deposited data were processed for this re-analysis (not part of the article)

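Lung RNA was measured by RNA sequencing in 8 libraries, 2 in each of 4 groups: control mice (PBS) and the COPD mice model (PPE and LPS), each on the control diet or the TJ-41 diet. The condition and replicate number of each library were taken from the deposited sample labels. The labels give the diet as TJ41 in one field and TJ4 in another, and both were read as TJ-41. The deposited values are whole-number read counts per Ensembl gene, without normalization, from reads aligned to the mouse genome GRCm38. The aligner, the counting program, the annotation release, the strand setting and the treatment of reads that map to several genes are not stated in the paper's text or in the files.

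Of the 52636 gene identifiers, 52489 were found in GENCODE release M21 of the same genome build, which gave gene names and coordinates. The 8 libraries held 18767295 to 20888042 counts, and the common biological coefficient of variation was 0.208. No library was a copy of another, since the replicates differed by 11.5 to 85.2 times the variance that counting alone would give. The replicate numbers did not pair libraries across groups, since the correlations of the replicate differences between groups ran from -0.234 to 0.108, and no block was used except as an alternative.

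Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, normalization was by TMM, and the quasi-likelihood test was applied to group means with 4 residual degrees of freedom. The standard error of a log2 fold change was computed from the fold change and the F statistic. Genes were called at a Benjamini-Hochberg false discovery rate under 0.05 and a log2 fold change beyond 1. The comparisons were the COPD mice model against control mice on each diet, the TJ-41 diet against the control diet in control mice and in the COPD mice model, and the difference between these 2 diet effects. The number of calls for that difference was 0, with 672 genes at an unadjusted p under 0.05 where chance would give 1027, and a smallest adjusted p of 0.643 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With fewer small p than chance would give, this 0 does not show that the 2 diet effects were alike.

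Before the data were examined, 28 gene lists were written by hand from general knowledge, for processes the paper names, for cell types of the lung and of nearby tissues, and for sampling conditions. They were tested with camera of limma 3.58.1 with a preset correlation between genes of 0.01, over 3 comparisons, which made 84 tests, and with fry and with an estimated correlation as alternatives. Gene ontology enrichment with Enrichr was not rerun, since it needs a gene ontology library.

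The genes named were chosen by a rule set before the data were examined: in each comparison of the paper and in the TJ-41 comparison of the COPD mice model, the 5 genes with the largest rise and the 5 with the largest fall among those called whose libraries do not overlap between the groups, every gene the paper measures, and called members of the 2 neutrophil lists and of the respiratory burst and lipoprotein lists. Under this rule Jchain was named for the COPD mice model on the control diet, with a log2 fold change of 3.64 (adjusted p = 0.0343 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Crp had at most 1 count in each library and was not tested. Every other gene named, in the passages and in the closing section, was picked after its values were seen.

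Alternatives set before the data were examined were DESeq2 1.42.0, relative log expression factors, library size alone, all genes with at least 1 count, genes with a mean of at least 1 CPM, only the 2 groups compared, edgeR's exact test, a replicate block, the false discovery rate alone, both diets together, and leaving out each library in turn. Other alternatives were added after the data were seen. One is edgeR's exact test on the 2 groups compared with all genes that had a count, chosen after the points drawn in Fig. 7 were seen. The other is a loess correction of each library for gene length and GC content with a span of 0.5, chosen after 1 library was seen to lie apart. For a single gene, a range of adjusted p over the alternatives covers 7 of them. These are DESeq2, relative log expression factors, library size alone, only the 2 groups compared and a replicate block. The rest are the loess correction and the exact test on the 2 groups compared with all genes that had a count.

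The steps were tested on simulated data with 200 changed genes and the same design. The quasi-likelihood test recovered 169 of the 200 and called 4 unchanged genes. DESeq2 recovered 177 and called 19 unchanged genes, and the exact test on all groups recovered 183 and called 20. In a simulated comparison without any change, the exact test on 2 groups called 7 genes and the quasi-likelihood test called 0. The simulated data held the 20546 genes kept by filterByExpr. The exact test on 2 groups and DESeq2 were therefore not tested on the genes with lower counts that they also cover in the data. DESeq2 covered 35466 genes in the data.

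The share of genes called for the COPD mice model that moved back on the TJ-41 diet was set beside 40 simulations without a diet effect. In the first form of these simulations every gene kept its fitted group mean. That form called a median of 515.5 genes, against 25 observed. A second form, in which only the called genes differ between the models, was written after the first was seen, and both are reported.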

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

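The tests of explanations in this part were chosen after the results were seen, except the count over other splits of the libraries.

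The paper does not report the COPD mice model against control mice on the TJ-41 diet. In that comparison 16 genes were called, 12 higher and 4 lower, and 11 of them were also called on the control diet, all in the same direction. The 2 comparisons share no library. Unadjusted p under 0.05 was found for 1347 genes. Of the 16 genes, 8 were clock genes and 6 were immunoglobulin genes. With both diets together, 4 libraries against 4, 120 genes were called, and 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many.

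All 15 genes of the clock list separated the 4 libraries of the COPD mice model from the 4 of control mice, 11 higher and 4 lower, where 6.78% of all genes tested did so and chance would give 2.86%. The median log2 fold change of the list was 1.40 on the control diet and 1.55 on the TJ-41 diet (camera adjusted p = 1.7e-25 and fry adjusted p = 0.121 on the control diet, each with Benjamini-Hochberg adjustment). Adjusted over the list alone, 12 of the 15 genes passed on the control diet with the edgeR test, against 8 over all genes tested. A single library as the cause is argued against, since the lowest median with each library left out was 1.01, and so is gene length or GC content, since the median after the correction was 1.43. An effect of PPE and LPS on the lung clock and a collection of the 2 models' lungs at different hours cannot be told apart. Both would move the list alike on both diets, as the median of 1.55 shows, and the hour of collection is not stated in the paper's text.

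Immunoglobulin transcripts were also higher in the COPD mice model. The list of B cell and plasma cell genes had a median log2 fold change of 1.10 on the control diet (camera adjusted p = 1.4e-16 and fry adjusted p = 0.297, each with Benjamini-Hochberg adjustment), 1.88 without replicate 2 of control mice and 0.74 without replicate 1 of the COPD mice model. Reads shared between immunoglobulin genes are argued against as the whole cause, because Jchain, Igha, Ighm and Igkc, which share no 50-base sequence with other genes, had a median of 2.88. More B cells of every stage are argued against by 6 B cell surface marker genes, whose median was -0.37, with 1 higher and 5 lower. More antibody-secreting cells in the lungs of the COPD mice model may underlie the rise, a hypothesis found and examined on the same libraries.

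The paper also does not report the TJ-41 diet against the control diet in the COPD mice model. In that comparison 1 gene was called, the immunoglobulin light chain variable gene Igkv3-12, and 842 genes had an unadjusted p under 0.05, where chance would give 1027. Igkv3-12 had 29.6 ± 9.92 CPM (SD, n = 2) on the TJ-41 diet and 2.43 ± 0.410 CPM (SD, n = 2) on the control diet, a log2 fold change of 3.60 (standard error 0.31, adjusted p = 0.0188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It shares 58.4% of its 50-base sequences with 5 other genes, so reads of those genes were open to being counted on it or left out. It was not called with only the 2 groups compared or with a replicate block, where its log2 fold changes were 3.61 and 3.58. No biological explanation was tested for it.

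The difference between the TJ-41 effects in the COPD mice model and in control mice passed in 10 of the 28 gene lists by camera with Benjamini-Hochberg adjustment. By fry it passed in 0, and 0 single genes were called for it. The rule first asked for both camera and fry, and was changed to camera alone after the values were seen. The value of a list is the median over its genes of the difference between the 2 log2 fold changes of each gene. It was set beside its spread, the SD of the libraries within groups scaled to a difference of 4 group means. This spread replaced the SD of 1 library as the bar after the values were seen. With heart muscle (-0.90), ciliated cells (-0.74) and T cells (-0.45) this median stayed beyond its spread without each library in turn, which argues against one library as the whole cause in these 3 lists. They ranged from -1.17 to -0.61, from -0.85 to -0.51 and from -0.63 to -0.23, against spreads of 0.46, 0.20 and 0.22, so T cells did so by a small margin, at -0.23 without replicate 1 of the COPD mice model on the control diet. Immediate early genes (-0.92), macrophages (0.40) and alveolar type II cells (0.22) were beyond their spread with all libraries but not without 1 library, so one library may account for these 3. They were at -0.54 without replicate 2 of the COPD mice model on the control diet, at 0.21 without replicate 2 of control mice on the TJ-41 diet and at -0.0044 without replicate 1 of control mice on the control diet. Hemoglobin and red cell genes (-0.66), club cells (-0.64), B and plasma cells (-0.57) and interferon response (-0.34) were within their spread with all libraries, so for these 4 a test without one library decides nothing. Without 1 library they came to -0.065, -0.071, 0.15 and -0.025, the first and last without replicate 2 of control mice on the control diet, club cells without replicate 2 and B and plasma cells without replicate 1 of the COPD mice model on the control diet. After the correction for gene length and GC content the first 6 lists stayed beyond their spread. A diet effect that depends on the model and a difference in the tissue or cells sampled both stay open for heart muscle, ciliated cells and T cells, and were not separated.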

How the results depend on the processing

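The number of genes called for the COPD mice model against control mice on the control diet was 25, and 17 to 28 with relative log expression factors, library size alone, genes with a mean of at least 1 CPM, a replicate block, the false discovery rate alone, only the 2 groups compared and the correction for gene length and GC content. It was 172 with DESeq2, 147 with all genes that had at least 1 count, 210 with edgeR's exact test and 120 with both diets together, and 131 with the exact test on the 2 groups and all genes with a count. The 25 genes were among those called with DESeq2, with all genes and with both exact tests, and 20 of them were among the 120. With only the 2 groups compared, 10 of the 19 genes called were shared with the 25.

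For the TJ-41 diet in control mice the count was 0, and also 0 with relative log expression factors, library size alone, both other filters, the replicate block, the false discovery rate alone and the length and GC correction. It was 11 with DESeq2, 5 with only the 2 groups compared, 6 with the exact test and 38 with the exact test on the 2 groups and all genes. For the TJ-41 diet in the COPD mice model it was 1, and 10 with DESeq2, 2 with all genes, 0 with the replicate block, 0 with only the 2 groups compared and 6 with each exact test. For the COPD mice model on the TJ-41 diet it was 16, and 122 with DESeq2, 89 with all genes, 28 after the length and GC correction, 248 with only the 2 groups compared, 137 with the exact test and 384 with the exact test on the 2 groups and all genes. For the difference between the diet effects it was 0, and 17 with DESeq2 and 6 with all genes. With only the 2 groups compared, the count rose from 0 to 5 and from 16 to 248 where the COPD mice model on the control diet was not involved. It fell from 25 to 19 and from 1 to 0 where that group was involved. The cause was not tested.

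The median of the respiratory burst list in control mice reversed from -0.030 to 0.014 with all genes that had at least 1 count, and lay between -0.11 and 0.037 without each library. The macrophage list in control mice was no longer past the threshold under fry or under the estimated correlation. Both use the same fit, so its median of -0.20 could not change there. It lay between -0.43 and -0.033 without each library. The neutrophil list in the COPD mice model on the control diet lay between -1.01 and 0.12 without each library, and the list for degranulation and extravasation between -0.12 and 0.19. The neutrophil list for the TJ-41 diet in control mice lay between -0.042 and 0.27 without each library. Both neutrophil lists in the COPD mice model kept their direction under all 9 alternatives other than leaving out a library, with adjusted p from 0.163 to 0.955 (Benjamini-Hochberg adjustment of camera or fry). Fry and the estimated correlation are among the 9 and use the same fit, so the direction could not change under them.

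After the length and GC correction, chosen after the data were seen, the log2 fold changes in control mice reversed for Prkaa2 (-0.00144), Rps6kb1 (-0.040), Prkaa1 (-0.075) and Cybb (-0.065). The share of called genes that moved back on the TJ-41 diet in the COPD mice model was 68%, 58.8% with genes of a mean of at least 1 CPM and 52.4% with a replicate block. Of the other values, those of single genes and of lists outside the paper's comparisons, 497 were the same, 52 moved, 26 were weaker, 7 were stronger and 4 reversed. Leaving out a library left 1 in a group, and only effect sizes are given for those fits. At this depth, genes with up to 3 counts in a library could not be told from genes without reads.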

Differences from the paper's values

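The paper's Fig. 7a marks about 110 DEGs between control mice and the COPD mice model, read by eye, against 25 here. Of the alternatives set before the data were examined, the count was 147 with all genes that had at least 1 count and 120 with both diets together, both within 1.5 times the paper's. It was not within 1.5 times with DESeq2 (172), edgeR's exact test (210), relative log expression factors (24), library size alone (22), only the 2 groups compared (19), genes with a mean of at least 1 CPM (17), the replicate block (21) or the false discovery rate alone (25). It was 131 with the exact test on the 2 groups compared and all genes with a count, a setting chosen after seeing the values and the figure.

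The paper's Fig. 7c marks about 37 DEGs between the TJ-41 diet and the control diet in control mice, read by eye, against 0 here, with 336 genes at an unadjusted p under 0.05. Chance alone would give 1027, so the 0 here does not show that the diet had no effect. None of the alternatives set before the data were examined closed the gap, and the highest of them was 11 with DESeq2. The exact test on the 2 groups compared and all genes with a count gave 38 and was chosen after seeing the values and the figure.

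The paper states that terms on neutrophil degranulation and extravasation were found among the DEGs of the COPD mice model. Here 0 of the 25 genes called belonged to either neutrophil list, and the median log2 fold change of the neutrophil list was -0.30. Adjusted over the list alone, Cd177 and Lcn2 passed in the neutrophil list, both higher, and Thy1 in the second list. In 3 of the 19 neutrophil genes, Cd177, Lcn2 and Fpr2, all 4 libraries of the COPD mice model lay above all 4 of control mice over both diets, which is 15.8% of the list against 6.78% of all genes tested in either direction. Cd177 (33.8 CPM) and Lcn2 (890 CPM) were highest in replicate 2 of the COPD mice model on the control diet. The median of the neutrophil list was -0.92 there, so these genes do not by themselves show more neutrophils. Cd177 of the neutrophil list was called with DESeq2 (log2 fold change 2.49, adjusted p = 8.4e-07 from the Wald test with Benjamini-Hochberg adjustment, in a range from 8.4e-07 to 0.237 over the alternatives) and was the 1 member of both lists called on the control diet under the exact test on the 2 groups and all genes, the setting chosen after seeing the values. On the TJ-41 diet that setting called 5 members of the 2 lists, Cd177, Lcn2 and Cxcl1 higher and Cxcl5 and Sele lower.

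The paper states that terms on positive regulation of the respiratory burst were found among the DEGs of TJ-41 in control mice. Here none of the list for the respiratory burst was called in that comparison, and its median log2 fold change was -0.030. Adjusted over the list alone, Jchain passed. Jchain, of that list, was called with DESeq2 and with only the 2 groups compared, and both Jchain and Igha were called under the exact test on the 2 groups and all genes, chosen after seeing the values, with log2 fold changes of 1.85 and 1.41.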

Other observations

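The tests of explanations in this part were chosen after the results were seen.

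In control mice on the TJ-41 diet, Jchain rose by 1.86 and Igha by 1.41 on the log2 scale, and the list of B cell and plasma cell genes had a median log2 fold change of 0.36 (camera adjusted p = 4.7e-05 and fry adjusted p = 0.725, each with Benjamini-Hochberg adjustment), or 0.047 without replicate 2 of the TJ-41 diet. The 6 B cell surface marker genes had a median of -0.062, with 2 higher and 4 lower. More B cells of every stage and more secretion per cell cannot be told apart from these values, because the marker genes went both ways around 0. The list for lipoproteins had a median of -0.39 in control mice and did not pass with camera, -0.56 with all genes that had at least 1 count, where it passed (camera adjusted p = 0.00507 with Benjamini-Hochberg adjustment, in a range from 0.00507 to 0.682 over the alternatives), and -0.055 without replicate 1 of control mice on the control diet.

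Most of the liver cell marker genes with a count were highest in 1 library, replicate 2 of control mice on the control diet. Alb had 30.1 CPM there and 0 to 1.04 CPM in the other libraries, and 10 of the 14 genes of the list of liver cell markers with a count were highest in that library, where 1 in 8 would be by chance. The median log2 CPM of the 6 tested genes, less each gene's mean in control mice on the control diet, was 0.235 in that library. It was 0.450 in replicate 2 of the COPD mice model on the control diet. Liver RNA in replicate 2 of control mice on the control diet may be the source for the 10 genes. In the libraries of control mice, Apoa2 had 9 and 42 counts on the control diet and 0 and 0 on the TJ-41 diet, with the 42 in that library. Apoa2 was the 1 lipoprotein gene called for the TJ-41 diet under the exact test on the 2 groups and all genes, chosen after the data were seen.

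The neutrophil list was higher on the TJ-41 diet in the COPD mice model, with a median log2 fold change of 0.51 and 14 of 19 genes higher (camera adjusted p = 0.00176 and fry adjusted p = 0.725, each with Benjamini-Hochberg adjustment). Without replicate 2 of the TJ-41 diet the median was 0.029, without replicate 2 of the control diet it was 0.15, and without replicate 1 of the control diet it was 1.42. A single library may account for this rise.

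Replicate 2 of the COPD mice model on the control diet lay apart from the other libraries. It stood at 81.5 on the first principal component, which held 39.4% of the variance, where the others lay between -36.0 and 14.4. Its 10 most abundant genes took 8.69% of its counts, against 5.36% to 6.75% in the others. Gene length or GC content is argued against as the whole cause, since the SD of the log2 difference between the 2 libraries of that group was 0.699 after the correction, against 0.375 to 0.447 in the other groups. Other causes in that animal or library were not tested.

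The heart muscle list was lower on the TJ-41 diet in the COPD mice model, with a median log2 fold change of -1.12 and all 14 tested genes lower (camera adjusted p = 2.7e-26 and fry adjusted p = 0.279, each with Benjamini-Hochberg adjustment). A single library is argued against, since the highest median with each library left out was -0.86. Adjusted over the list alone, 7 of the 14 genes passed with the edgeR test, against 0 over all genes tested. Less heart or pulmonary vein muscle in the tissue taken and an effect of the diet on these cells cannot be told apart, since the 14 genes would fall together in both cases.

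Of the 25 genes called for the COPD mice model on the control diet, 68% moved back toward control mice on the TJ-41 diet. Both comparisons share the libraries of the COPD mice model on the control diet, which by itself moves such genes back. In 40 simulations without a diet effect in which every gene kept its fitted mean, the median share was 70.1%, and 34 of the 40 gave a share at least as high. These simulations called a median of 515.5 genes. In a second form, written after the first was seen, only the called genes differ between the models. It called a median of 27 genes, the median share was 55.8% (37.0% to 77.4%), and 4 of the 40 were at least as high. The genes called higher had a median log2 fold change of -0.15 on the TJ-41 diet, at least matched in 40 of 40 simulations of the first form and in 2 of 40 of the second. The genes called lower had a median of 0.25, at least matched in 39 and in 13 of 40. The answer depends on the form of the simulation.

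Alb, Apoa2, Cyp1a1 and CT010467.1 were picked after their values were seen. Cyp1a1 had 171 CPM in replicate 1 of control mice and 147 CPM in replicate 2 of the COPD mice model, both on the control diet, and 1.43 to 5.45 CPM in the other libraries. The ribosomal RNA gene CT010467.1 had 3138 CPM in replicate 1 of control mice on the control diet and 451 to 742 CPM in the other libraries.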
